# Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer

**DOI:** 10.1158/2767-9764.CRC-24-0591

**Published:** 2025-07-21

**Authors:** Ya-Yun Cheng, Beth L. Worley, Zaineb Javed, Amal T. Elhaw, Priscilla W. Tang, Sarah Al-Saad, Shriya Kamlapurkar, Sierra R. White, Apoorva Uboveja, Karthikeyan Mythreye, Katherine M. Aird, Traci A. Czyzyk, Nadine Hempel

## Abstract

Myelin protein zero-like 3 (MPZL3) is an immunoglobulin-containing transmembrane protein with predicted cell adhesion molecule function. Loss of 11q23, in which the *MPZL3* gene resides, is frequently observed in cancer. Yet the role and consequences of altered MPZL3 expression have not been explored in tumor development and progression. We addressed this in ovarian cancer, in which both MPZL3 amplification and deletions are observed in respective subsets of high-grade serous specimens. Whereas high and low MPZL3-expressing populations are similarly observed in primary ovarian tumors from an independent patient cohort, metastatic omental tumors largely display decreased MPZL3 expression, suggesting that MPZL3 loss is associated with metastatic progression. MPZL3 knockdown leads to an increase in EMT gene expression in OVCAR4 and OVCA433 cell lines, a transcript signature that is associated with poor patient outcomes. MPZL3 promotes homotypic cancer cell adhesion, and decreasing MPZL3 expression enhances invasion and clearance of mesothelial cell monolayers. Conversely, MPZL3 loss abrogates cell-cycle progression and proliferation, with cells adopting senescence features. This was associated with decreased sensitivity to cisplatin and reduced DNA damage and apoptosis in response to treatment in OVCAR4 cells. Our study suggests that decreased expression of the predicted adhesion molecule MPZL3 is associated with low proliferation but increased metastatic potential during ovarian cancer tumor progression.

**Significance:**

This work presents novel findings that decreased expression of the potential cell adhesion molecule MPZL3 is a phenotype of ovarian cancer progression and metastasis.

## Introduction

Ovarian cancer is the second most lethal gynecologic malignancy in the United States, responsible for more than 12,000 deaths annually. Patients with stage IV high-grade serous adenocarcinoma, which is the most common ovarian cancer histologic subtype, are faced with a 5-year overall survival rate of less than 27% (1, 2). More than 60% of patients are diagnosed after stage III, due in part to both lack of effective screening methods and asymptomatic disease progression until metastasis to the peritoneal cavity (1). Ovarian cancer frequently undergoes metastasis through transcoelomic pathways. This process involves the detachment of cells from the primary tumor site, leading to their spread as either individual cells or spheroids into the peritoneal cavity, a process that is significantly influenced by alterations in cell–cell and cell–extracellular matrix adhesion (3–7). Depending on the type of cell adhesion molecule (CAM), both loss and gain of CAMs can contribute to metastatic progression.

Myelin protein zero-like 3 (MPZL3) is an immunoglobulin (Ig) domain–containing transmembrane protein that shares sequence homology with junctional adhesion molecule family members, including V-set and Ig domain–containing 1 (VSIG1). The function of MPZL3 has primarily been investigated through studies in murine knockout models, in which it has been associated with epidermal barrier formation, sebaceous gland differentiation, hair follicle cycling, and metabolic regulation (8–15). In addition, we have shown that even transient knockdown of MPZL3 can prevent the negative metabolic effects of a high-fat diet in mice (8). Furthermore, MPZL3 can also localize to mitochondria (16). However, it remains largely unclear whether and how these functions relate to MPZL3’s role as a potential CAM.

Junctional adhesion molecules that share sequence homology with MPZL3 and other MPZ myelin zero-like proteins are often highly expressed in normal polarized epithelial and endothelial cells. The loss of VSIG1 was shown to be a feature of gastric, lung, and esophageal cancer cells and necessary for metastasis (17). Whether MPZL3 has similar properties in tumor cells has not been explored (10). Interestingly, the *MPZL3* locus (11q23.3) is susceptible to chromosomal loss in multiple cancer subtypes (18–21), and loss of heterozygosity of this location is a frequent event in ovarian cancer (19). This suggests that loss of *MPZL3* may be a phenotype of cancer. Previous research indicates varying MPZL3 expression patterns across different cancer types, suggesting that the role of MPZL3 is context-dependent (22). High MPZL3 expression has been associated with poor prognosis in breast cancer and shown to drive the proliferation of *MET*-amplified cancer cell lines (22, 23).

In this study, we set out to explore the role of MPZL3 in ovarian cancer and found that loss of MPZL3 results in loss of homotypic cell adhesion and a more invasive phenotype associated with epithelial to mesenchymal transition (EMT). In addition, MPZL3 knockdown slows cell-cycle progression, promotes a senescent-like phenotype, and may contribute to loss of chemosensitivity to DNA-damaging agents. These data demonstrate that decreased MPZL3 expression is a phenotype of ovarian cancer tumor progression and metastasis and may contribute to treatment failure in patients with advanced-stage disease.

## Materials and Methods

### Cell culture

All cell lines were cultured in a 5% CO_2_ environment at 37°C. OVCAR4 cells (MilliporeSigma, SCC258, RRID: CVCL_1627) were cultured in RPMI 1640 (Gibco, 11875) supplemented with 2 mmol/L glutamine (Gibco, 25030081), 10% FBS (Avantor Seradigm, 1500-500), and 0.25 U/mL insulin (Gibco, 12585014). OVCA433 (RRID: CVCL_0475) was kindly provided by Dr. Susan K. Murphy (Duke University) and cultured in RPMI 1640 medium (Corning, 10-040-CV) supplemented with 10% FBS. SKOV3-Luc with stably expressed Luciferase was a gift from Dr. Karthikeyan Mythreye (the University of Alabama at Birmingham) and maintained in RPMI 1640 medium (Corning, 10-040-CV) supplemented with 10% FBS. 293FT (CVCL_6911) was purchased from Invitrogen (R70007) and cultured in DMEM (Corning, 10-017-CV) supplemented with 10% FBS. NIH:OVCAR3 (OVCAR3; RRID: CVCL_0465) and OV90 (RRID: CVCL_3768) cells were purchased from the ATCC (HTB-161, CRL-3585). OVCAR3 was maintained in RPMI 1640 medium (Gibco, 11875) supplemented with 10% FBS and 0.01 mg/mL bovine insulin (MilliporeSigma, I0516). OV90 was maintained in a 1:1 mixture of MCDB 105 medium (Cell Applications, 117-500) with 1.5 g/L sodium bicarbonate (Gibco, 25080094) and Medium 199 (Corning, 10-060-CV) with 2.2 g/L sodium bicarbonate, supplemented with 15% FBS. FT282 (CVCL_A4AX) was kindly provided by Dr. Ronny Drapkin (University of Pennsylvania) and cultured in 50% DMEM and 50% Ham’s F-12 medium (Corning, 10-090-CV) supplemented with 2% FBS. GFP-labeled mesothelial cells, ZTGFP cells, were a gift from Dr. Ioannis Zervantonakis (University of Pittsburgh; ref. 24) and maintained in 1:1 mixture of Medium 199 (Corning, 10-060-CV) and MCDB105 (Cell Applications, 117-500) media supplemented with 10% FBS and 1% penicillin–streptomycin (Gibco). Cells are routinely tested for *Mycoplasma* using EZ-PCR Mycoplasma Detection Kit (Captivate Bio, 20-700-20) and authenticated using short tandem repeat sequencing (Labcorp). Cells were used within 15 passages following thawing.

### Cloning and lentiviral transduction

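MPZL3 (ENSG00000160588) lies on the minus strand of chromosome 11 of GRCh38, from 118226690 to 118252350 in the annotation of GENCODE release 29. Of the shRNAs against it, shMPZL3 #1 and shMPZL3 #2 are those of the OVCAR4 RNA-seq libraries, and the target sequence of each was matched to the transcripts of the gene. The target of shMPZL3 #1, GAGTCACCTAAAGACAGGAAA, was found in exon 6 of the transcript MPZL3-201, in the 3′ UTR, at nucleotides 788 to 808 of 3968, which is chromosome 11 from 118229850 to 118229870. In the shorter transcript MPZL3-203 the site, at nucleotides 241 to 261, covers the end of the coding sequence at 251 and the start of the 3′ UTR. The target of shMPZL3 #2, GGGATGCATCTATAAGTATAA, was found in exon 3 of MPZL3-201, in the coding sequence, at nucleotides 382 to 402, which is chromosome 11 from 118237155 to 118237175. That sequence is absent from 2 of the 4 transcripts of the gene, MPZL3-203 among them. The longest match of the shMPZL3 #1 target to a transcript of another gene covered 16 nucleotides, in ZNF793-AS1, and the longest for shMPZL3 #2 covered 15 nucleotides, in SPO11. SPO11 had at most 1 count in any OVCAR4 library. ZNF793-AS1 did not fall with shMPZL3 #1, with 17.7 ± 5.97 normalized counts against 7.28 ± 1.86 in scr control (SD, n = 3 each).

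**Figure D1:**
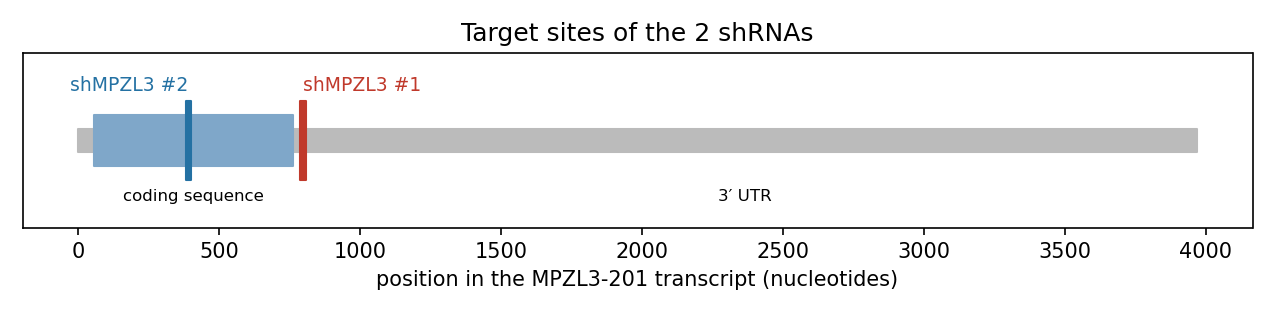
Target sites of shMPZL3 #1 (red) and shMPZL3 #2 (blue) on the transcript MPZL3-201, drawn to scale along its 3968 nucleotides. The wide blue bar is the coding sequence and the grey bar the untranslated parts, and the site of shMPZL3 #1 begins at nucleotide 788, in the 3′ UTR.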

MPZL3 short hairpin RNAs (shRNA) were from the TRC library (MilliporeSigma) with the following targeting sequences: shMPZL3 #1: GAG​TCA​CCT​AAA​GAC​AGG​AAA (TRCN0000137304); shMPZL3 #2: GGG​ATG​CAT​CTA​TAA​GTA​TAA (TRCN0000413087); and shMPZL3 #3: GCA​GCC​ACA​CAG​TAT​CAA​TAT (TRCN0000137252). pLKO.1 scramble (scr) shRNA (RRID: Addgene_1864) and pLKO.1 control shRNA (RRID: Addgene_8453) were used as controls. The expression or shRNA plasmids were cotransfected with the virus package plasmids, psPAX2 (RRID: Addgene_12260) and pMD2.G (RRID: Addgene_12259), to 293FT cells for virus production. Cells were seeded on six-well plates the day before virus transduction. A measure of 200 μL of virus was added to the cells with polybrene (MilliporeSigma, TR-1003; 0.8 μg/mL) and incubated for 24 hours. Drug selection was performed 3 days after transduction, with the following concentrations: OVCA433, 2 μg/mL of puromycin (Gibco, A1113803); SKOV3-Luc, 3 μg/mL of puromycin; and OVCAR4, 2 μg/mL of puromycin. To reduce the risk of knockdown loss and minimize potential compensatory effects from long-term culture, all functional assays were performed shortly after puromycin selection.

### RNA isolation and semi-quantitative RT-PCR

Total RNA was isolated using Direct-zol RNA Miniprep Kit (Zymo Research, R2052) and used for cDNA synthesis (Quantabio: 95047) based on the manufacturer’s instruction. cDNA samples were analyzed by semi-quantitative RT-PCR using Bio-Rad CFX Opus 96 Real-Time PCR System with PowerUp SYBR Green Master Mix (Applied Biosystems) or iTaq Universal SYBR Green Supermix (Bio-Rad). The following primer sequences were used: MPZL3 sense: 5′- ATG​CCC​ATG​TCC​GAG​GTT​ATG -3′; MPZL3 antisense: 5′- GGA​GGG​CGA​TAT​GTC​CAG​TCT-3′; GAPDH sense: 5′-GAG​TCA​ACG​GAT​TTG​GTC​GT-3′; GAPDH antisense: 5′- TTG​ATT​TTG​GAG​GGA​TCT​CG -3′; ACTB sense: 5′- AGA​GCT​ACG​AGC​TGC​CTG​AC-3′; ACTB antisense: 5′- AGC​ACT​GTG​TTG​GCG​TAC​AG-3′; TBP sense: 5′- TTG​GGT​TTT​CCA​GCT​AAG​TTC​T-3′; and TBP antisense: 5′- CCA​GGA​AAT​AAC​TCT​GGC​TCA-3. RNA expression was normalized to the geometric mean of the reference genes (GAPDH, ACTB, and TBP), and relative changes between samples were calculated by normalizing to scr control cells using the 2^−ΔΔCT^ formula.

### Patient data analysis

*MPZL3* copy-number alteration (CNA) incidence was examined on cBioPortal (RRID: SCR_014555) with the following datasets: pan-cancer analysis of whole genomes [International Cancer Genome Consortium/The Cancer Genome Atlas (TCGA); ref. 25] and ovarian serous cystadenocarcinoma (TCGA, PanCancer Atlas). Overall survival and transcriptome data for the ovarian serous cystadenocarcinoma (TCGA, PanCancer Atlas) dataset were obtained from cBioportal (RRID: SCR_014555). For analyzing transcriptome changes according to the expression of MPZL3, the data were divided into quantiles based on the expression level of *MPZL3* RNA. By comparing the first (low MPZL3) and the fourth (high MPZL3) quantiles, genes that showed significantly higher expression in each group were selected for further analysis. Pathway analysis was performed using Molecular Signatures Database (MSigDB) analysis to compute overlaps between the selected genes and the gene sets in MSigDB (26–28). In this study, we applied hallmark gene set for analysis (28).

### Tumor specimens

Specimens of ovarian tumor and omental tumor from patients with high-grade serous ovarian cancer and their matched normal fallopian tube control samples were obtained through an honest broker from the ProMark biospecimen bank at the University of Pittsburgh, with Institutional Review Board approval from the University of Pittsburgh (protocol # STUDY21050194). RNA was isolated, and RT-PCR was carried out as above. Data were first normalized to housekeeping genes, as above, and MPZL3 expression in tumor samples (T-OV and T-OM) expressed relative to matched normal fallopian tube samples from the same patient using the 2^−ΔΔCT^ method.

### RNA sequencing

OVCAR4 cells were transduced with scramble (scr) or MPZL3 shRNA (sh #1 and sh #2) virus and selected with puromycin for 3 days. OVCA433 cells were transduced to express empty vector control or MPZL3 shRNA (sh #1 and sh #3). Three biological replicates were performed for each condition. To minimize off-target effects and assess knockdown robustness across different cell lines, distinct shRNAs were used for OVCAR4 and OVCA433 cells, with one shRNA sequence shared between both lines. This strategy enabled evaluation of three independent shRNAs while allowing assessment of potential cell line–specific responses. Total RNA was extracted from cells using Direct-zol RNA Miniprep Kit (Zymo Research, R2052). The samples were sequenced using the Illumina NovaSeq 6000 platform (RRID: SCR_016387), and sequence alignment was conducted with HISAT2 mapping tool (RRID: SCR_015530). For each cell line, two MPZL3 shRNA-treated samples were grouped as the knockdown condition and compared with the corresponding scr control group. Differential expression analysis was performed between the knockdown and control groups using the DESeq2 R package (RRID: SCR_015687). The adjusted *P* value ≤0.05 was used to define differentially expressed genes.

### Protein isolation and Western blotting

Cells were scraped and harvested in RIPA buffer (Thermo Fisher Scientific, 89901) with protease and phosphatase inhibitors (Thermo Fisher Scientific, 78443). Protein concentration was measured with the Bradford protein assay (Bio-Rad, 5000006). Thirty μg of total protein were loaded to 4% to 20% SDS-PAGE gels (Bio-Rad) and transferred to polyvinylidene difluoride membranes (Thermo Fisher Scientific, PI88520) after electrophoresis. The membranes were blocked with 5% nonfat milk (Bio-Rad, 1706404) in TBS containing 0.1% Tween-20 (MilliporeSigma, 900-64-5) for 30 minutes and incubated with primary antibodies at 4°C overnight. The primary antibodies used in this study included MPZL3 (Novus Biologicals, NBP2-84169, RRID: AB_3425834, 1:500), N-cadherin (Cell Signaling Technology, #14215, RRID: AB_2798427, 1:1,000), vimentin (VIM; Cell Signaling Technology, #5741, RRID: AB_10695459, 1:1,000), GAPDH (Santa Cruz, #sc-47724, RRID: AB_627678, 1:1,000), phospho-histone H2A.X (Ser139; MilliporeSigma, 05-636, RRID: AB_309864, 1:1,000), histone H2A.X (Santa Cruz, #sc-517336, RRID: AB_3675923, 1:1,000), and vinculin (MilliporeSigma, V9131, RRID: AB_477629, 1:1,000). The next day, after washing with 0.1% TBS–Tween-20, the membranes were incubated with horseradish peroxidase–conjugated secondary antibodies (Cytiva, NA931, RRID: AB_772210 and NA934, RRID: AB_772206, 1:10,000) at room temperature for 1 hour. After washing, the signals were detected using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, 34096) and ChemiDoc XRS+ system (Bio-Rad, RRID: SCR_019690).

### Adhesion assay

Parental OVCAR4 or mesothelial ZTGFP cells were seeded in 96-well plates. The following day, OVCAR4 cells expressing scr control or MPZL3 shRNA (sh #1 and sh #2) were stained with CellTrace Far Red (Invitrogen, C34572) and added as a suspension to the preseeded 96-well plates. After incubating for 30 minutes at 37°C, nonadherent cells were washed off with PBS 3 times, each for 5 minutes. The adherent cells were then examined under a microscope (Leica Thunder Imager) and analyzed using Fiji software (RRID: SCR_002285). The number of adherent cells was then normalized to the corresponding seeding control, in which cells were plated but not subjected to the washing step, to account for variations in initial cell seeding and calculate relative adhesion efficiency.

### Spheroid formation and mesothelial clearance assay

OVCAR4 cells expressing scr control or MPZL3 shRNAs (sh #1 and sh #2) were stained with CellTrace Far Red (Invitrogen, C34572), seeded into 96-well ultra low attachment plates (Corning, 7007), and incubated overnight to form spheroids. The following day, the spheroids were transferred to a preseeded 96-well plate containing a layer of ZTGFP cells. After 48 hours of incubation, images were captured using Leica Thunder Imager and analyzed with Fiji software (RRID: SCR_002285) to assess the areas cleared by the spheroids.

### Growth assay and IC_50_ value analysis

Cells were seeded into 96-well plates in 100 μL medium with the following conditions: OVCA433, 500 cells/well; OVCAR4, 1,000 cells/well; and SKOV3-Luc, 500 cells/well. Cell growth assay was performed using FluoReporter Blue Fluorometric dsDNA Quantitation Kit (Invitrogen, F2962). One 96-well plate was harvested, with medium removed, and stored at −80°C in a freezer every 24 hours. A total of five plates were collected and proceeded to Hoechst 33258 staining according to the manufacturer’s instruction. The DNA quantification was measured using a fluorescence plate reader (PerkinElmer) with excitation at 360 nm and detection at 460 nm. The cell growth rate was calculated by normalizing the values to day 1. IC_50_ value analysis was performed using OVCAR4 cells with or without MPZL3 knockdown. The cells were seeded and treated with paclitaxel (MilliporeSigma), cisplatin (MilliporeSigma), or olaparib (Selleck Chemicals, S1060) the next day and then incubated for 72 hours. The plates were harvested and measured using FluoReporter Blue Fluorometric dsDNA Quantitation Kit. IC_50_ values were calculated based on the percentage survival relative to untreated cells.

### Cell-cycle analysis

OVCAR4 cells were seeded in six-well plates at a density of 125,000 cells per well and incubated overnight. The following day, the cells were subjected to a double thymidine block for G1/S phase synchronization. Briefly, cells were treated with 2 mmol/L thymidine (Sigma-Aldrich, T9250) for 18 hours, released for 8 hours, and then incubated again with 2 mmol/L thymidine for an additional 16 hours. Afterward, the cells were placed in fresh media and harvested at 0, 3, 6, 9, and 24 hours. Following staining with propidium iodide (Abcam, ab139418), cell-cycle status was assessed by flow cytometry (Beckman Coulter, CytoFLEX, RRID: SCR_019627) and analyzed using FlowJo software (BD Life Sciences, RRID: SCR_008520).

### Caspase 3/7 assay

OVCAR4 cells were seeded in 96-well plates at a density of 2,000 cells per well. The following day, cells were treated with 1.3 μmol/L cisplatin [cis-diammineplatinum(II) dichloride; Sigma] or 3.9 μmol/L olaparib (Selleck Chemicals, S1060) for 72 hours. Caspase 3/7 activity was then assessed using the Caspase-Glo 3/7 Assay (Promega, G8091) according to the manufacturer’s protocol. Cells were incubated with an equal volume of lysis reagent for 1 hour at room temperature, protected from light. The samples were transferred to white 96-well plates (BrandTech, BRA-781605), and bioluminescence signals were measured using a GloMax Explorer plate reader (Promega).

### Senescence-associated β-galactosidase activity assay

OVCAR4 or OVCA433 cells were seeded in 12-well plates at a density of 75,000 or 50,000 cells per well, respectively, and incubated for 48 hours. The cells were then fixed with a solution containing 0.2% glutaraldehyde (Polysciences, 01909-100) and 2% formaldehyde (VWR, 0493-500) for 5 minutes. Afterward, a β-galactosidase staining solution containing 150 mmol/L NaCl (MilliporeSigma), 2 mmol/L MgCl_2_ (MilliporeSigma), 5 mmol/L K_3_Fe(CN)_6_ (MilliporeSigma), 5 mmol/L K_4_Fe(CN)_6_ (MilliporeSigma), 40 mmol/L Na_2_HPO_4_ (MilliporeSigma; pH 5.4 for OVCAR4 and pH 5 for OVCA433), and 20 mg/mL X-gal (MilliporeSigma, B4252) was added to the cells. The cells were incubated in a non-CO_2_ incubator at 37°C for 16 hours, then washed three times with ddH_2_O, and then stored in 50% glycerol. Images were taken using a microscope (Invitrogen, EVOS XL Core) at 10× magnification and analyzed with Fiji software (RRID: SCR_002285).

### Immunofluorescence

OVCAR4 cells were seeded on eight-well chambered cell culture slides (Falcon, 08-774-26) for overnight incubation. The next day, the cells were treated with 5 μmol/L cisplatin [cis-diammineplatinum(II) dichloride; Sigma] or 3.9 μmol/L olaparib (Selleck Chemicals, S1060) for 72 hours. The cells were fixed with 4% paraformaldehyde (BeanTown Chemical, 30525-89-4) for 10 minutes, permeabilized with 0.25% Triton X-100 (Thermo Fisher Scientific, BP151500) in PBS (Corning, 21-040-CV) for 10 minutes, and incubated with blocking buffer containing 2% goat serum/PBS (Cell Signaling Technology, 5425) for 30 minutes at room temperature. Then, the cells were incubated with anti–phospho-histone H2A.X (Ser139) antibody (MilliporeSigma, 05-636, RRID: AB_309864, 1:350) in blocking buffer at 4°C overnight. The next day, after washing with PBS three times, the blocking buffer with goat anti-rabbit Alexa Fluor 488–conjugated (Thermo Fisher Scientific, A-11008, RRID: AB_143165, 1:1,000) antibody was added, incubating at room temperature for 1 hour protected from light. After washing, the cover slips were mounted with ProLong Gold Antifade Reagent with 4′,6′-diamidino-2-phenylindole(Cell Signaling Technology, 8961) and dried at room temperature overnight protected from light. The signals were examined using Leica Thunder Imager at 20× magnification and analyzed by Fiji software (RRID: SCR_002285).

### Tumor xenografts

Approval for animal studies was sought from the University of Pittsburgh Institutional Animal Care and Use Committee prior to study commencement (approved protocol IS00023174). All animals were housed in barrier facilities for immunodeficient mice in the University of Pittsburgh Animal Faculty, and mouse husbandry and experiments were performed in accordance with the guidelines of the Laboratory Animal Ethics Committee of the University of Pittsburgh. OVCAR4 cells expressing scr or MPZL3 shRNA (sh #1) were mixed with Matrigel (Corning, 354248) for both right and left subcutaneous (flank) injections into female Nod/SCID gamma mice (The Jackson laboratory; scr: *n* = 10, sh #1: *n* = 10, 5 × 10^6^ cells per injection). Mice were randomized prior to drug treatment. Subcutaneous tumor growth was monitored using caliper measurements twice weekly, and tumor volumes were calculated according to the formula V = ½ [length (longer diameter) × width (shorter diameter)^2^]. When the average tumor volume in each group reached 50 mm^3^, mice were injected intraperitoneally with cisplatin or vehicle control (saline) twice per week. The cisplatin dosing regimen consisted of 2 mg/kg body weight for 5 doses, followed by 3 mg/kg body weight for 2 doses, a pause for 3 doses, and then 2 mg/kg body weight for the final 2 doses (Supplementary Fig. S5A). One mouse was removed from the study prior to drug treatment because of illness unrelated to tumor burden. One mouse died because of cisplatin toxicity early on and thus was excluded from the final analysis. The mice were euthanized after completing the treatment regimen (a total of 12 doses, including 3 pauses), and the xenografted tumors were resected and measured. To determine chemotherapy response, the tumor growth rates were calculated by dividing the final tumor volumes by the average tumor volumes from three measures: 3 days before treatment, on the day treatment began, and 4 days after treatment began.

### Statistical analysis

Unless otherwise noted, the data presented in this study are based on at least three independent experiments and are expressed as the mean ± SEM. All statistical analyses were performed using GraphPad Prism 10 (RRID: SCR_002798) and were selected based on the experimental design, as indicated. Statistical significance was defined as *P* < 0.05.

### Data availability

The RNA sequencing (RNA-seq) data generated in this study are publicly available in Gene Expression Omnibus (GSE296256 and GSE296257). Other data from this study are available from the corresponding author upon request.

## Results

### *MPZL3* gene displays CNAs in cancer and MPZL3 expression is decreased in omental metastatic lesions

The *MPZL3* gene is located on chromosome 11q23.3, a region known to be susceptible to chromosomal loss across multiple cancer subtypes (18–20). Loss of heterozygosity at 11q23 has been observed in breast, lung, colorectal, and cervical cancers (21, 29–34) and is a frequent event in ovarian carcinoma (19). CNA analysis of International Cancer Genome Consortium/TCGA PanCaner Atlas data (25) across 24 tumor types found that many tumor samples exhibit *MPZL3* copy-number loss (Fig. 1A). Interestingly, esophageal, lung, and ovarian tumors display both loss and gain of *MPZL3.* Approximately 30% of ovarian adenocarcinoma samples have *MPZL3* heterozygous loss, whereas 25% exhibit chromosomal gain (Supplementary Fig. S1A), and these CNAs correlate with MPZL3 mRNA transcript levels (Fig. 1B). In addition, MPZL3 transcript expression was negatively associated with gene methylation status (Fig. 1C), suggesting that CNAs and epigenetic mechanisms contribute to downregulation of MPZL3 in ovarian tumors. Analysis of patient survival demonstrated that *MPZL3* copy-number loss was associated with a 9.2 months decrease in overall patient survival, although this association was not statistically significant (*P* = 0.2621; Supplementary Fig. S1B). To further assess the expression of MPZL3 during tumor progression, we compared *MPZL3* transcript expression in ovarian and omental tumors to matched normal fallopian tube specimens from an independent tissue bank at the University of Pittsburgh. Similar to TCGA data, primary ovarian tumors were comprised of both high- and low-expressing populations, whereas the majority of omental tumors, which represents a major site of metastasis, displayed decreased MPZL3 expression (Fig. 1D), suggesting that a loss of MPZL3 is associated with tumor progression.

**Figure 1:**
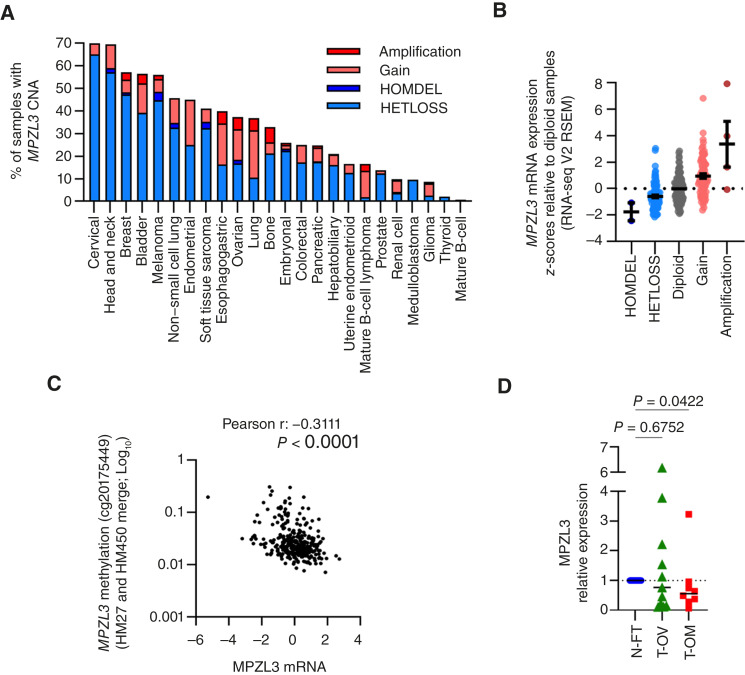
MPZL3 expression in ovarian cancer tissues. **A,** Percentage of tumor samples displaying *MPZL3* CNA based on International Cancer Genome Consortium/TCGA pan-cancer analysis of whole genomes. **B,** MPZL3 mRNA expression and *MPZL3* CNA in ovarian adenocarcinoma samples (TCGA, PanCancer Atlas). **C,** MPZL3 methylation is negatively associated with MPZL3 mRNA expression (TCGA, PanCancer Atlas). **D,** MPZL3 transcript levels detected by semi-quantitative RT-PCR in high-grade serous ovarian (T-OV, *n* = 11) and omental tumors (T-OM, *n* = 8) compared with normal fallopian tube tissues (N-FT, *n* = 14; Kruskal–Wallis multiple comparison test *P* = 0.07; Dunn multiple comparison test *P* values shown). HOMDEL, deep deletion; HETLOSS, shallow deletion.

### EMT gene expression is significantly enriched following MPZL3 knockdown

To better understand the role of MPZL3 in ovarian cancer, RNA-seq was carried out following MPZL3 knockdown in OVCAR4 and OVCA433 cells, two cell lines of high-grade serous origin, using two independent shRNAs each (Fig. 2A–C; Supplementary Fig. S2A). 

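OVCAR4 is an established human ovarian cancer cell line. RNA-seq of these cells covered 9 libraries in 3 groups of 3 biological replicates, transduced with the scr control, shMPZL3 #1 or shMPZL3 #2 and selected with puromycin for 3 days. The OVCA433 libraries were not analysed here. The authors prepared poly-A selected libraries that do not keep the strand of the RNA, aligned the reads with HISAT2 and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the counting tool, the genome build or the annotation. All 58735 genes of the count table have the identifier, position and name that GENCODE release 29 gives on GRCh38, and coordinates are given on that build. The total counts were 15424355, 21757321 and 15040102 in scr control replicates 1 to 3, 22804445, 20146466 and 21362588 with shMPZL3 #1, and 20511857, 20307969 and 27835841 with shMPZL3 #2. These totals did not differ detectably between the 6 knockdown and the 3 control libraries (two-sided exact permutation test, p = 0.0714). The share of counts on mitochondrially encoded genes was 7.37% ± 0.34 in scr control, 8.31% ± 0.486 with shMPZL3 #1 and 7.56% ± 0.21 with shMPZL3 #2 (SD, n = 3 each).

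Counts were scaled with edgeR's TMM normalization, and the 16928 genes that passed its filter for low counts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Both shRNAs were first grouped as the knockdown condition, as in the paper's methods, and then each was compared with scr control in a fit of all 3 groups. Normalized counts are counts scaled to the mean effective library size. For single genes, a two-sided exact permutation test of log2 CPM was added, whose smallest possible p is 0.0119 for 6 libraries against 3 and 0.1 for 3 against 3. Because the strand was not kept, reads from overlapping or antisense genes can be assigned to either gene. MPZL3, the targeted gene, had 403 to 648 counts in the control libraries, 130 to 144 with shMPZL3 #1 and 281 to 375 with shMPZL3 #2.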

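In the grouped comparison of the 6 knockdown with the 3 control libraries of OVCAR4, 1584 of the 16928 genes tested were higher and 1083 were lower with MPZL3 knockdown at an adjusted p-value under 0.05. Of these, 594 and 87 also had an absolute log2 fold change of at least 1. The choice of libraries moved these counts most, since without scr control replicate 1 only 469 genes were higher and 174 lower. With shMPZL3 #1 alone, 2838 genes were higher and 2585 lower than in scr control, and with shMPZL3 #2 alone 1585 were higher and 982 lower. Both shRNAs altered 358 genes upward and 39 downward at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. Without scr control replicate 1 these were 225 and 21. By the adjusted p-value alone, 1104 genes were higher and 598 lower with both shRNAs, while 57 genes were called for both in opposite directions. Across genes, the log2 fold changes of the 2 shRNAs had a Spearman correlation of 0.619, and genes are not independent replicates. Both comparisons use the same control libraries, and 20 simulations of unchanged groups against those controls gave correlations between 0.459 and 0.483. In those simulations at most 1 gene was called for both. All 6 knockdown libraries lay above all 3 control libraries at 1991 genes and below them at 1876. Together these are 22.8% of the genes tested, against 2.38% by chance.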

MSigDB analysis was carried out on differentially expressed genes (adjusted *P* value <0.05 and log_2_ fold change ≥1) that were significantly altered by both shRNAs and shared by OVCAR4 and OVCA433 cells following MPZL3 knockdown (Fig. 2B and C). 

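Gene lists were tested in OVCAR4 with camera on log2 CPM, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 10 lists. These lists are not the MSigDB sets, which were not used here. The 33 EMT signature genes of Fig. 3A had a median log2 fold change of 0.94 in the grouped knockdown (adjusted p = 1.31e-14), and the 63 cell cycle genes of Supplementary Fig. S3B had a median of -0.41 (adjusted p = 3.79e-17). The study chose both lists on these libraries. S phase and G2/M lists that do not come from the study, taken from the Seurat R package, fell as well. The median log2 fold change was -0.37 over 42 S phase genes (adjusted p = 9.76e-11) and -0.58 over 54 G2/M genes (adjusted p = 1.44e-18). Adjusted over all genes tested, 16 S phase and 38 G2/M genes were lower and 0 higher, and 0 were higher at an unadjusted p-value under 0.05 as well. At the same threshold 28 and 50 were lower when adjusted over the list alone. Each list reported was past the threshold under the rotation test fry, with adjusted p-values from 0.000313 to 0.0133. With the correlation between genes estimated from the data, which moved the calls most, none of the 10 was, and the adjusted p-value was 0.0671 for the EMT signature genes and 0.157 for the cell cycle and the G2/M genes.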

Hallmark analysis revealed the strongest enrichment in EMT-related genes following MPZL3 knockdown, whereas cell cycle–associated gene sets including MTORC1, E2F, and G2M checkpoint were enriched in the control group (Fig. 2C; Supplementary Fig. S2D).

**Figure 2:**
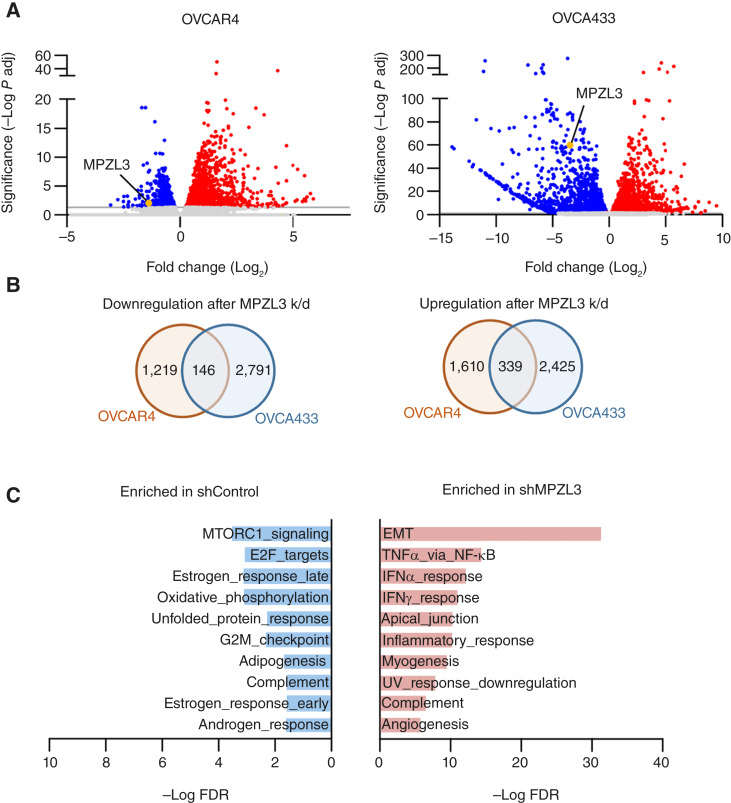
RNA-seq analysis following MPZL3 knockdown. **A,** Distribution of selected differentially expressed genes (DEG) in OVCAR4 and OVCA433 cells following MPZL3 knockdown (threshold: adjusted *P* value < 0.05, log_2_ fold change ≥1). **B,** Venn diagram of the number of significantly downregulated and upregulated DEGs in OVCA433 and OVCAR4 cells following MPZL3 knockdown. **C,** Enriched hallmark pathways commonly altered in OVCA433 and OVCAR4 cells following MPZL3 knockdown (MSigDB analysis of shared DEGs).

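Genes were named for the OVCAR4 volcano plot by a rule on the calls, the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those called for both shRNAs, with an average log2 CPM of at least 1 and no overlap between knockdown and control libraries. The largest rises were at OAS2, IFI44L, OAS1, IFI6 and OR2I1P, with log2 fold changes from 4.59 to 5.54. OAS2 (ENSG00000111335; chromosome 12, 112978395 to 113011723) had 9.06 ± 9.21 normalized counts in scr control, 235 ± 240 with shMPZL3 #1 and 588 ± 191 with shMPZL3 #2 (SD, n = 3 each). Its log2 fold change in the grouped comparison was 5.54 (standard error 0.90, adjusted p = 0.00194, edgeR quasi-likelihood test). IFI6 (ENSG00000126709; chromosome 1, 27666061 to 27672218) rose from 139 ± 62 to 2656 ± 2413 and 4527 ± 555 (log2 fold change 4.69, standard error 0.58, adjusted p = 0.000473). The SD with shMPZL3 #1 is of the order of its mean for both genes. OR2I1P, listed as protein-coding on chromosome 6 from 29550407 to 29557721, had 0 to 9 counts per control library, and it is uncertain because it overlaps GABBR1 on the opposite strand, which had 1257 counts over the 9 libraries against 756. The largest falls were at LGR5, TNNT2, ALPL, FAT3 and PEG10, with log2 fold changes from -1.87 to -1.49. ALPL (ENSG00000162551; chromosome 1, 21509372 to 21578412) fell from 748 ± 207 normalized counts to 236 ± 36.8 and 225 ± 18.5 (log2 fold change -1.70, standard error 0.15, adjusted p = 8.77e-05). PEG10 (ENSG00000242265; chromosome 7, 94656325 to 94669695) fell from 5002 ± 95.3 to 2310 ± 452 and 1258 ± 149 (log2 fold change -1.49, standard error 0.23, adjusted p = 0.00139). It overlaps SGCE on the opposite strand, with 7334 counts over the 9 libraries against 24093 for PEG10. The call for LGR5 (log2 fold change -1.87, adjusted p = 0.0234) was lost without scr control replicate 1 (adjusted p = 0.146) or replicate 2 (adjusted p = 0.0651). TNNT2 is uncertain, since it had 383 counts over the 9 libraries and overlaps LAD1, a gene with 36138 counts. The exact permutation p of the grouped comparison was the smallest possible for these genes except LGR5, for which it was 0.0357.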

The role of CAMs in regulating EMT is well established (6, 35), but this has not been previously associated with MPZL3 loss. We found that the shared EMT signature gene set connected to MPZL3 knockdown in OVCAR4 and OVC433 cells (Fig. 3A) was associated with significantly worse overall patient outcomes (TCGA PanCancer Atlas; Fig. 3B). VIM and N-cadherin (CDH2) expression were further assessed at the protein levels in OVCAR4 cells following MPZL3 knockdown, which demonstrated a strong induction of VIM expression in response to decreased MPZL3 expression (Fig. 3C and D), similar to that observed at the transcript level (Fig. 3A; Supplementary Fig. S2E). Moreover, VIM expression was inversely correlated to MPZL3 expression in TCGA ovarian cancer specimens (Fig. 3E), indicating that decreased MPZL3 expression is associated with upregulation of the canonical EMT gene VIM in ovarian cancer. 

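At the transcript level, VIM (ENSG00000026025; chromosome 10, 17228259 to 17237593) had 1209 ± 315 normalized counts in scr control, 4794 ± 1037 with shMPZL3 #1 and 2647 ± 375 with shMPZL3 #2 (SD, n = 3 each). The log2 fold change was 1.99 with shMPZL3 #1 (standard error 0.18, adjusted p = 2.69e-06) and 1.13 with shMPZL3 #2 (standard error 0.18, adjusted p = 0.000354, edgeR quasi-likelihood test). In the grouped comparison it was 1.62 (standard error 0.28, adjusted p = 0.00298), and it stayed between 1.43 and 1.80 with each library left out in turn. All 6 knockdown libraries lay above all 3 control libraries (exact permutation test, p = 0.0119). VIM-AS1, the main antisense gene at this locus, had 754 counts over all libraries against 26837 for VIM. CDH2 (ENSG00000170558; chromosome 18, 27950966 to 28177446) had 465 ± 27.5 normalized counts in scr control, 433 ± 85.5 with shMPZL3 #1 and 617 ± 31.6 with shMPZL3 #2. Its log2 fold change of -0.10 with shMPZL3 #1 was within the spread between replicates (standard error 0.14, adjusted p = 0.614), and it was 0.03 without shMPZL3 #1 replicate 3. With shMPZL3 #2 it was 0.41 (standard error 0.14, adjusted p = 0.0558), short of the threshold of 0.05. It passed the threshold with the replicate block (adjusted p = 0.0185), DESeq2 (adjusted p = 0.0439) and upper-quartile normalization (adjusted p = 0.049), and without shMPZL3 #1 replicate 1 (adjusted p = 0.0312) or replicate 3 (adjusted p = 0.0267). The adjusted p-value was between 0.0185 and 0.177 over all the alternatives tried. CDH2 differed between the shRNAs, with a log2 difference of 0.51 (standard error 0.14, adjusted p = 0.0187), and was not called in the grouped comparison (log2 fold change 0.17, adjusted p = 0.528).

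**Figure D2:**
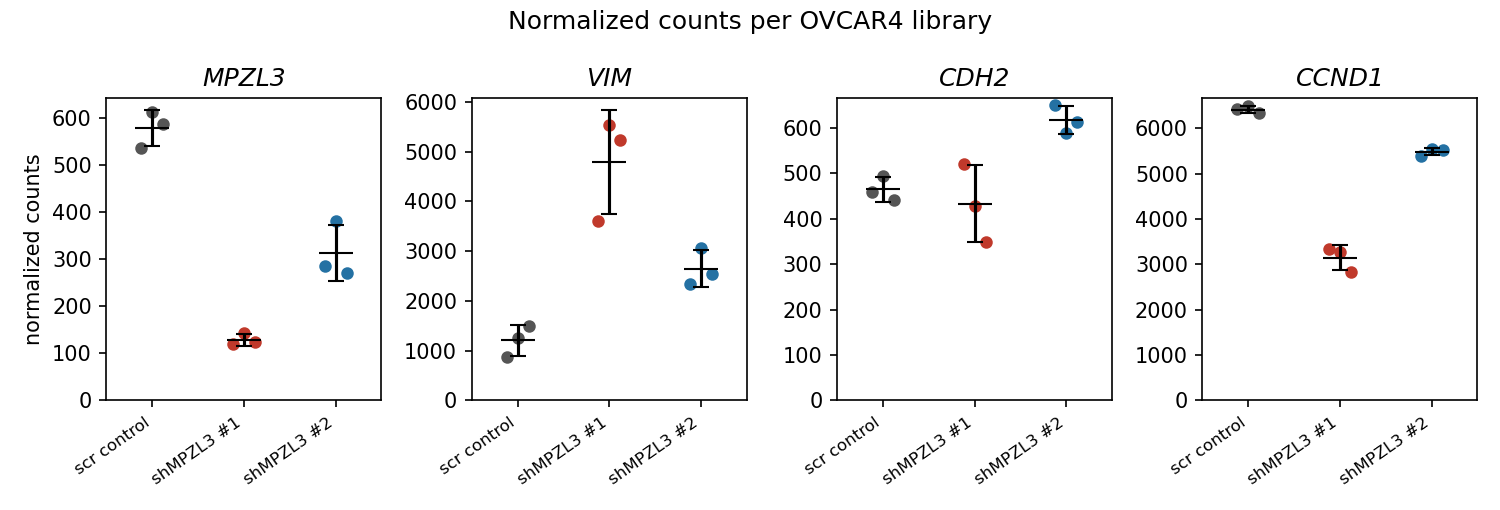
Normalized counts of MPZL3, VIM, CDH2 and CCND1 in each OVCAR4 library (points, n = 3 per group), with the mean and SD of each group as bars. VIM lies higher and MPZL3 lower in every knockdown library than in every control library, while CDH2 is higher only with shMPZL3 #2.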

Morphologic changes consistent with EMT, including elongated, spindle-like cell shapes, were also observed following MPZL3 knockdown (Supplementary Fig. S2F), which was more evident in OVCAR4 than OVCA433 cells.

**Figure 3:**
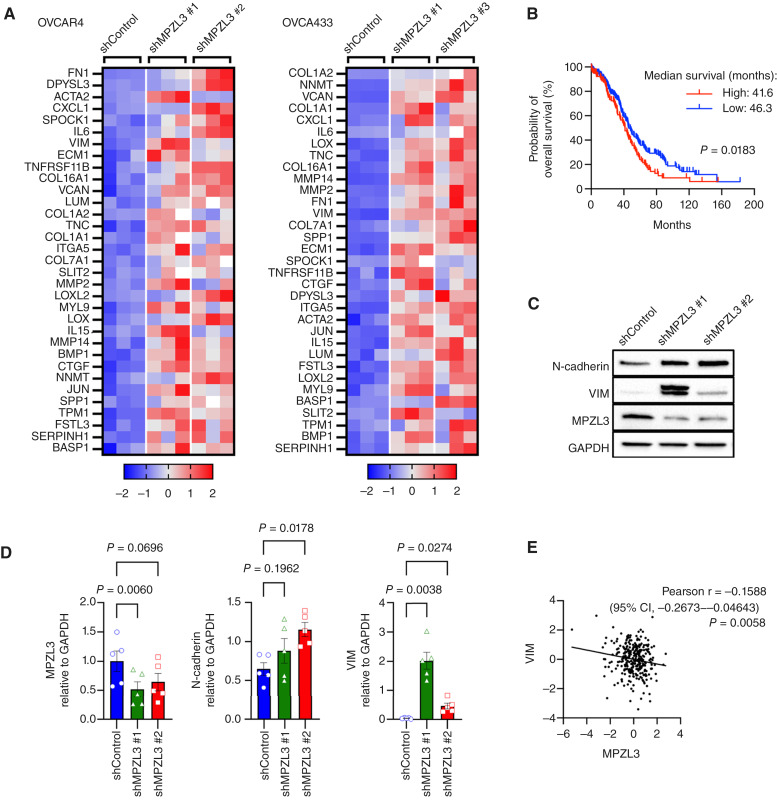
MPZL3 knockdown increases EMT gene expression signature which is associated with poor patient outcome. **A,** Heatmap of EMT signature gene transcripts increased in response to MPZL3 knockdown with two independent shRNAs in OVCAR4 and OVCA433 cells (RNA-seq, *z*-scores). **B,** Overall patient survival decreases with high expression of the MPZL3-dependent EMT gene signature (TCGA ovarian serous adenocarcinoma, log-rank Mantel–Cox test). **C,** Expression of VIM and N-cadherin protein levels are increased following MPZL3 knockdown in OVCAR4 cells. **D,** Densitometry quantification of VIM and N-cadherin expression from five independent immunoblot experiments [*n* = 5; one-way ANOVA *P* = 0.0115 (MPZL3), *P* = 0.0065 (N-cadherin), *P* = 0.0025 (VIM); Dunnett multiple comparison test *P* values shown]. **E,** VIM expression is negatively correlated to MPZL3 expression in TCGA ovarian serous adenocarcinoma specimens (mRNA *z*-scores; RNA-seq V2 RSEM). CI, confidence interval.

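The 33 transcripts of the heatmap were all tested in OVCAR4, and each had a log2 fold change above 0 in the grouped knockdown, from 0.30 to 2.79. At an adjusted p-value under 0.05 over all genes tested, 26 were higher. All 33 were when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. For 25 of the 33, all 6 knockdown libraries lay above all 3 control libraries. The median moved between 0.87 and 1.00 with each library left out in turn. FN1 (ENSG00000115414; chromosome 2, 215360440 to 215436172) had the largest grouped log2 fold change, although another gene of the list rose more with shMPZL3 #1 and with shMPZL3 #2 taken singly. It rose from 894 ± 213 normalized counts in scr control to 3276 ± 1398 with shMPZL3 #1 and 9050 ± 2717 with shMPZL3 #2 (SD, n = 3 each). Its log2 fold change was 1.87 with shMPZL3 #1 (standard error 0.27, adjusted p = 0.0001) and 3.34 with shMPZL3 #2 (standard error 0.29, adjusted p = 1.46e-06, edgeR quasi-likelihood test). Between the shRNAs, 8 of the 33 genes were higher and 6 lower with shMPZL3 #2 than with shMPZL3 #1.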

### Loss of MPZL3 reduces homotypic cell adhesion and increases cell invasiveness of OVCAR4 cells

To determine whether MPZL3 has CAM properties in ovarian cancer cells, we tested the effects of MPZL3 knockdown in OVCAR4 cells on homotypic cell adhesion by quantifying their attachment to a monolayer of parental OVCAR4 cells, and assessing their heterotypic adhesion to mesothelial cells. Mesothelial cells represent the first barrier of attachment and invasion ovarian cancer cells face during metastasis in the peritoneal cavity. Loss of MPZL3 decreased homotypic adhesion between ovarian cancer cells but did not affect heterotypic cell adhesion to mesothelial cells (Fig. 4A and B), suggesting that MPZL3 shares functional similarities to junctional adhesion molecules such as VSIG1. Finally, we conducted a mesothelial clearance assay (36), which demonstrated that MPZL3 knockdown promotes invasion and clearance of mesothelial cells (Fig. 4C). In summary, our findings demonstrate that loss of MPZL3 induces EMT, reduces homotypic cell adhesion, and promotes invasion of ovarian cancer cells.

**Figure 4:**
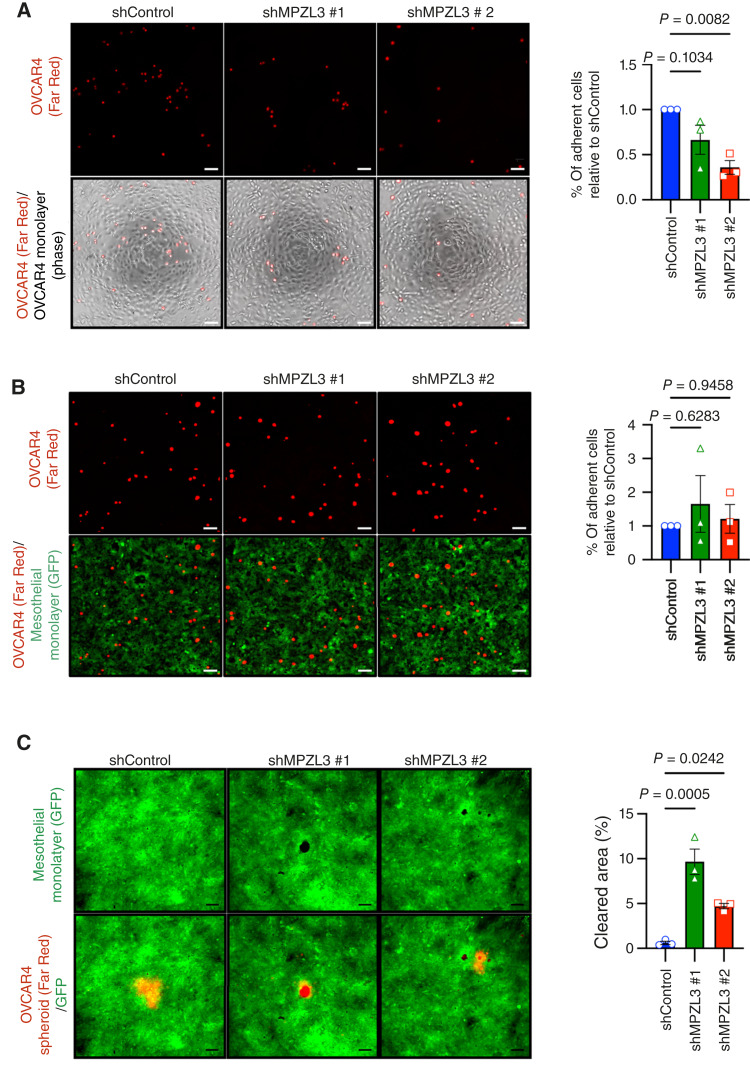
Loss of MPZL3 reduces homotypic cell adhesion and induces invasion of ovarian cancer cells. **A,** Homotypic adhesion was assessed by seeding parental OVCAR4 cells in a monolayer (phase-contrast image) and quantifying adherence of OVCAR4 MPZL3 knockdown cells labeled with Far Red fluorescent relative to the adherence of scr control cells (scale bar, 100 μm; *n* = 3; one-way ANOVA *P* = 0.0133; Dunnett multiple comparison test *P* values shown). **B,** Heterotypic cell adhesion was assessed as in **A**, except OVCAR4 scr control or MPZL3 knockdown cells labeled with Far Red fluorescent dye were placed on GFP-labeled mesothelial cells (*n* = 3; one-way ANOVA *P* = 0.7023; Dunnett multiple comparison test *P* values shown). **C,** GFP-labeled mesothelial cells were seeded in a monolayer, and mesothelial clearance by OVCAR4 scr control or MPZL3 knockdown spheroids labeled with Far Red fluorescent dye was quantified after 48 hours (scale bar, 100 μm; *n* = 3; one-way ANOVA *P* = 0.0008; Dunnett multiple comparison test *P* values shown).

### MPZL3 knockdown leads to cell-cycle arrest and senescence-like phenotype

In addition to driving an EMT phenotype, MPZL3 knockdown led to a noticeable decrease in proliferation (Fig. 5A; Supplementary Fig. S3A). This correlated with a decrease in transcript expression associated with cell-cycle genes (Fig. 2C; Supplementary Fig. S2C and S3B), including cyclin D1 (Fig. 5B). 

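All 63 cell cycle genes of Supplementary Fig. S3B had a log2 fold change below 0 in the grouped OVCAR4 comparison, from -0.81 to -0.20. Of these, 32 were called lower over all genes tested and 48 when adjusted over the list alone, which is not independent evidence for a list the study chose on these libraries. More of them were called with shMPZL3 #1 (55 genes) than with shMPZL3 #2 (21 genes). The difference between the shRNAs was past the threshold for 28 of them, each less reduced with shMPZL3 #2. CCND1 (ENSG00000110092; chromosome 11, 69641087 to 69654474) had 6414 ± 71.5 normalized counts in scr control, 3148 ± 273 with shMPZL3 #1 and 5484 ± 77.9 with shMPZL3 #2 (SD, n = 3 each). It overlaps LTO1 on the opposite strand, which had 3564 counts over the 9 libraries against 44382 for CCND1. With shMPZL3 #1 its log2 fold change was -1.03 (standard error 0.09, adjusted p = 2.64e-06, edgeR quasi-likelihood test). With shMPZL3 #2 it was -0.23 (standard error 0.09, adjusted p = 0.108), which did not pass the threshold under any alternative tried, although all 3 libraries lay below all 3 controls (exact permutation test, p = 0.1, the smallest possible). In the grouped comparison the log2 fold change of -0.57 was not called (adjusted p = 0.0694). It was called with DESeq2 (adjusted p = 0.03), with the mean of the 2 shRNAs in the 3-group fit (adjusted p = 3.34e-05), and without shMPZL3 #2 replicate 1, 2 or 3 (adjusted p = 0.0485, 0.039 and 0.0438).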

Cyclin D1 and MPZL3 transcript expression were also significantly correlated in TCGA patient specimens (Fig. 5C), and knockdown of MPZL3 resulted in a slowing in G0/1 to S/G2/M transition (Fig. 5D; Supplementary Fig. S3C). These findings suggest that loss of MPZL3 in ovarian cancer cells leads to G1 cell-cycle arrest. 

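IL6 (ENSG00000136244; chromosome 7, 22725884 to 22732002) had 53.6 ± 13.2 normalized counts in scr control OVCAR4 cells, 116 ± 29.6 with shMPZL3 #1 and 249 ± 30.4 with shMPZL3 #2 (SD, n = 3 each). The log2 fold change was 1.10 with shMPZL3 #1 (standard error 0.24, adjusted p = 0.00205) and 2.20 with shMPZL3 #2 (standard error 0.23, adjusted p = 8.43e-06, edgeR quasi-likelihood test). In the grouped comparison it was 1.76 (adjusted p = 0.00797), a call lost without scr control replicate 1 (adjusted p = 0.0615). IL6 overlaps STEAP1B on the opposite strand, which had 286 counts over all libraries against 1333 for IL6. IL1A (ENSG00000115008; chromosome 2, 112773915 to 112784590) rose from 27.3 ± 8.56 to 124 ± 35.2 and 100.7 ± 45.3 normalized counts, a grouped log2 fold change of 2.04 (standard error 0.36, adjusted p = 0.00327). LMNB1 (ENSG00000113368; chromosome 5, 126776623 to 126837020) fell from 5540 ± 242 to 2813 ± 666 and 4079 ± 229. Its log2 fold change was -0.98 with shMPZL3 #1 (standard error 0.13, adjusted p = 5.16e-05) and -0.44 with shMPZL3 #2 (standard error 0.13, adjusted p = 0.0303). Grouped, it was -0.68 (adjusted p = 0.0197), and without scr control replicate 1, 2 or 3 the adjusted p-value was 0.0938, 0.0585 and 0.0553. The call with shMPZL3 #2 was also lost without any single library of that comparison, with adjusted p-values from 0.0572 to 0.101.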

We also observed that MPZL3 knockdown in OVCAR4 and OVCA433 cells led to a greater percentage of cells adopting a senescent-like phenotype, visualized using a β-galactosidase activity assay (Fig. 5E; Supplementary Fig. S3D), and this was accompanied by upregulation of common genes associated with the senescence-associated secretory phenotype (37–42), such as *IL6* and *IL1A.LMNB1* loss, another marker of senescence, was also observed (Fig. 5F). We note that a population of these cells is still proliferating, which may be due to heterogenous knockdown in the culture.

**Figure 5:**
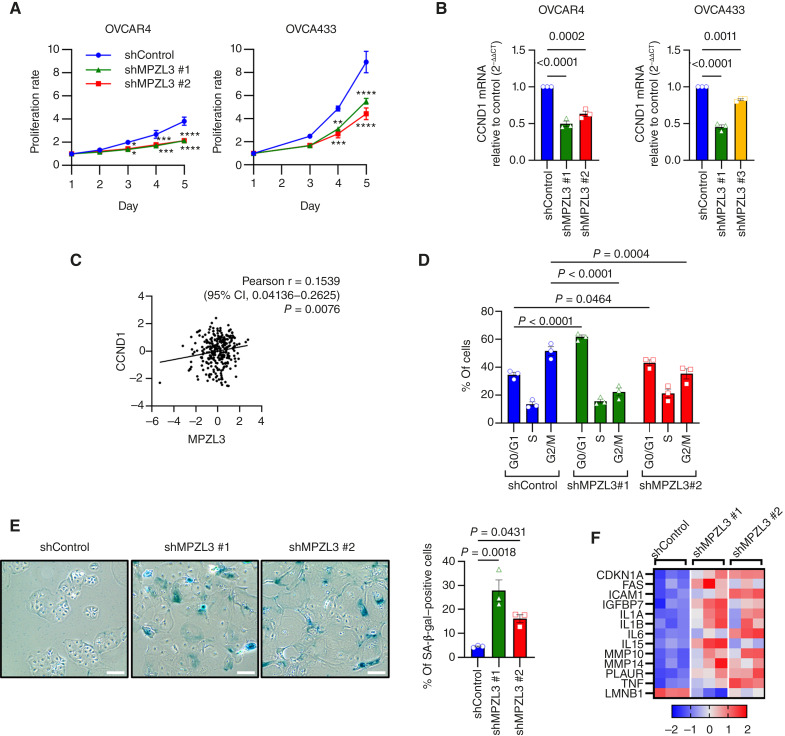
MPZL3 knockdown leads to cell-cycle arrest and senescence-like phenot. **A,** Cell growth assay following knockdown of MPZL3 in OVCAR4 and OVCA433 cells. Cell growth (FluoReporter Blue Fluorometric dsDNA Quantitation) was normalized to day 1 (*n* = 3; two-way ANOVA group factor variance *P* < 0.0001; Dunnett multiple comparison test *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001). **B,** Semi-quantitative RT-PCR analysis of CCND1 transcript levels in OVCAR4 and OVCA433 cells following MPZL3 knockdown (*n* = 3; one-way ANOVA *P* < 0.0001; Dunnett multiple comparison test *P* values shown). **C,** CCND1 expression positively correlates with MPZL3 expression in TCGA ovarian serous adenocarcinoma specimens (mRNA *z*-scores; RNA-seq V2 RSEM). **D,** Cell-cycle analysis (propidium iodide flow cytometry) of OVCAR4 cells following MPZL3 knockdown at 9-hour timepoint from release (*n* = 3; two-way ANOVA group factor variance *P* < 0.0001; Dunnett multiple comparison test *P* values shown). **E,** Images of senescence-associated β-galactosidase (SA-β-gal) staining in OVCAR4 cells (scale bar, 200 μm). The corresponding quantification data are shown on the right (*n* = 3; one-way ANOVA *P* = 0.0029; Dunnett multiple comparison test *P* values shown). **F,** Heatmap of senescence-associated secretory phenotype markers and lamin B1 (LMNB1) following MPZL3 knockdown (OVCAR4 RNA-seq, *z*-scores). CCND1, cyclin D1; CI, confidence interval.

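The heatmap of senescence-associated secretory phenotype markers lists 12 genes besides LMNB1, and all 12 were tested. Their median log2 fold change was 1.08 in the grouped knockdown, with a range of 0.66 to 2.04 (camera, adjusted p = 2.16e-09). With the correlation between genes estimated from the data, the camera adjusted p-value was 0.0671. At an adjusted p-value under 0.05, 11 of the 12 were higher over all genes tested, and all 12 were when adjusted over the list alone. The second count is not independent evidence if the study chose the genes on these libraries. Without scr control replicate 1 the median was 0.94. IL1B (ENSG00000125538; chromosome 2, 112829751 to 112836903) had 16.7 ± 6.33 normalized counts in scr control, 62.1 ± 19.7 with shMPZL3 #1 and 50.7 ± 25.9 with shMPZL3 #2 (SD, n = 3 each). Its grouped log2 fold change was 1.78 (standard error 0.42, adjusted p = 0.0146, edgeR quasi-likelihood test). At this depth that call was lost without scr control replicate 1 (adjusted p = 0.0524) or replicate 2 (adjusted p = 0.0833). Of the 12 genes, 3 are also EMT signature genes.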

### Loss of MPZL3 decreases OVCAR4 sensitivity to cisplatin

Given the observed slowing in proliferation, we hypothesized that loss of MPZL3 might increase drug resistance to chemotherapeutic agents. We determined the IC_50_ values of three standard-of-care compounds used to treat ovarian cancer in OVCAR4 cells, which are *TP53*-mutant but do not harbor *BRCA1* or *BRCA2* mutations, and observed that MPZL3 knockdown promoted resistance to cisplatin and to a lesser extent olaparib, whereas no significant difference was observed with paclitaxel treatment (Fig. 6A and B). However, this effect seemed to be cell type–specific as MPZL3 knockdown did not affect OVCA433 sensitivity to cisplatin or olaparib (Supplementary Fig. S4). These data suggest that MPZL3 depletion may decrease drug sensitivity in some cell lines in response to treatments that induce DNA damage (43, 44). To determine whether the increased cisplatin resistance observed in MPZL3-depleted OVCAR4 cells is recapitulated *in vivo*, we subcutaneously injected OVCAR4 cells expressing scr control or MPZL3 shRNA#1 into Nod/SCID gamma mice (Fig. 6C–F). Once the average tumor volume in each group reached approximately 50 mm^3^, mice were treated with either vehicle (saline) or cisplatin (Supplementary Fig. S5A). As expected from cell culture assays (Fig. 5), MPZL3 knockdown tumors grew slower than scr controls (Fig. 6D and E). Although the effects *in vivo* are subtle, comparing tumor growth rates in response to cisplatin treatment, the scr control group significantly decreased their growth rate in response to cisplatin treatment, whereas a significant change was not observed following MPZL3 knockdown (Fig. 6E).

**Figure 6:**
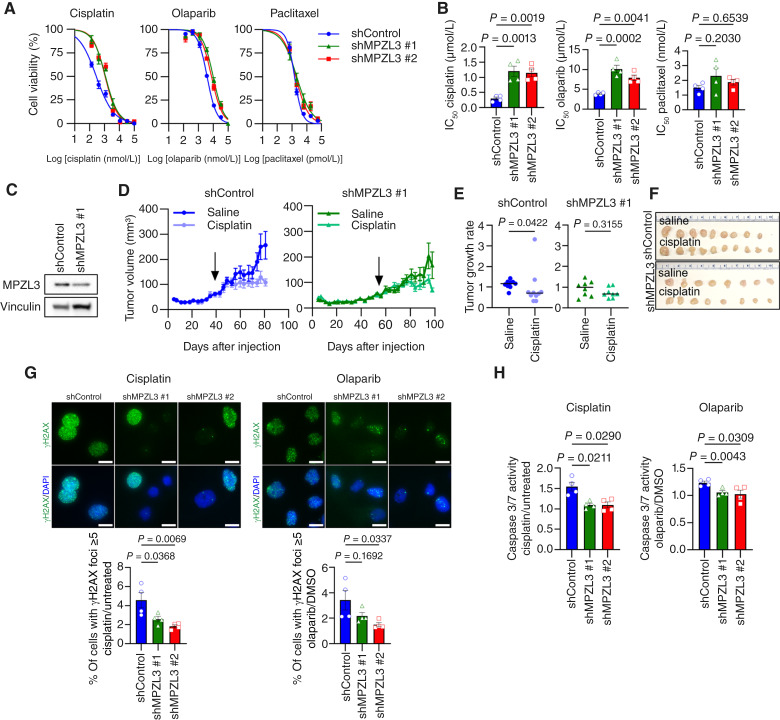
MPZL3 loss enhances cisplatin and olaparib resistance in OVCAR4 cells. **A,** Dose–response curves were derived from cell viability assays (FluoReporter dsDNA quantification) of OVCAR4 cells expressing scr control or MPZL3 shRNAs (*n* = 4, mean ± SEM). **B,** IC_50_ values derived from dose–response curves in **A** [*n* = 4; one-way ANOVA *P* = 0.0011 (cisplatin), *P* = 0.0003 (olaparib), and *P* = 0.2793 (paclitaxel); Dunnett multiple comparison test *P* values shown]. **C,** Western blot of MPZL3 knockdown OVCAR4 cells that were injected subcutaneously into Nod/SCID gamma mice. **D,** Subcutaneous tumor growth of OVCAR4 cells expressing scr control (left) or shMPZL3#1 (right) under vehicle (saline) or cisplatin treatment (two tumors per mouse, *n* = 4–5 mice per group). The start of cisplatin treatment is indicated with an arrow. **E,** Tumor growth rates under treatments for both scr control and shMPZL3#1 groups. Growth rates were calculated by dividing the final tumor volumes by the average tumor volumes from three measurements: 3 days before treatment, on the day treatment began, and 4 days after treatment began (median tumor volume shown, *n* = 8–10, Mann–Whitney test). **F,** Final tumor volume images of OVCAR4 subcutaneous tumors from both saline- and cisplatin-treated groups. All mice were euthanized after receiving the same doses of treatment. **G,** Immunofluorescence images and quantification of γH2AX signals induced by cisplatin (left) or olaparib (right) in OVCAR4 cells following MPZL3 knockdown [scale bar, 20 μm; *n* = 4; one-way ANOVA *P* = 0.0100 (cisplatin) and *P* = 0.0514 (olaparib); Dunnett multiple comparison test *P* values shown]. **H,** Caspase 3/7 activity induced by cisplatin (left) or olaparib (right) in OVCAR4 cells following MPZL3 knockdown [*n* = 4; repeated measures one-way ANOVA *P* = 0.0034 (cisplatin) and *P* = 0.0263 (olaparib); Dunnett multiple comparison test *P* values shown].

To further investigate how MPZL3 knockdown causes resistance to cisplatin and olaparib, γH2AX foci were assessed by immunofluorescence to monitor DNA damage response. Both cisplatin and olaparib treatments led to a higher percentage of cells with multiple γH2AX foci in scr control cells compared with MPZL3 knockdown cells, indicating that MPZL3-depleted cells accumulate less DNA damage in response to cisplatin or olaparib stimulation (Fig. 6G). In addition, cisplatin and olaparib treatments induced higher levels of caspase 3/7 activity in control cells compared with MPZL3 knockdown cells (Fig. 6H). Western blot analysis on frozen tumor tissues obtained from the above *in vivo* experiment also showed that MPZL3 knockdown tumors grown under saline control treatment conditions exhibited reduced levels of γH2AX compared with controls, suggesting a lower baseline level of DNA damage in the absence of MPZL3 (Supplementary Fig. S5B and S5C). At endpoint, γH2AX levels were no longer readily detectable in the little remaining tumor tissue following cisplatin treatment. The above data demonstrate that MPZL3-deficient cells may be less susceptible to DNA damage and apoptosis and that this could contribute to decreased cisplatin chemosensitivity in some ovarian cancer cell lines.

## Discussion

In this study, we investigated the role of MPZL3 in ovarian cancer. CNA analysis revealed that the *MPZL3* locus, 11q23.3, is frequently altered across multiple cancer types (Fig. 1). Whereas this chromosomal region has been reported to be lost in many cancers (18–21), suggesting a tumor-suppressor function for MPZL3, previously published bioinformatics data have suggested that MPZL3 is a prognostic marker in breast cancer (22). We found a similar percentage of chromosome gains and losses at the *MPZL3* locus in the TCGA ovarian adenocarcinoma dataset (Supplementary Fig. S1A), leading us to question how MPZL3 influences ovarian cancer development and progression. It remains to be determined how this interpatient heterogeneity related to *MPZL3* locus gain and loss reflects on MPZL3 expression levels during different stages of ovarian cancer initiation, progression, and metastasis. Our limited in-house patient specimen data suggest that MPZL3 expression is highly heterogeneous in ovarian tumors, whereas omental tumors display primarily decreased expression. This suggests that MPZL3 loss may be a feature of tumor progression and metastatic disease (Fig. 1D).

From our unbiased RNA-seq analysis performed on two ovarian cancer cell lines following MPZL3 knockdown, we observed that EMT gene sets were the most significantly enriched in the knockdown group, and that cell proliferation and cell-cycle gene sets were predominantly expressed in the control group (Fig. 2). 

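Set side by side for the 2 shRNAs in OVCAR4, the EMT signature genes had a median log2 fold change of 1.02 with shMPZL3 #1 and 0.89 with shMPZL3 #2. No difference between the shRNAs was detected for this list as a whole (camera, adjusted p = 0.903), although 8 of its 33 genes were called higher and 6 lower with shMPZL3 #2 than with shMPZL3 #1. The cell cycle genes had medians of -0.58 and -0.27, the S phase genes -0.54 and -0.24, and the G2/M genes -0.72 and -0.43. The smaller falls with shMPZL3 #2 were past the threshold in camera, with adjusted p-values of 1.51e-09, 1.24e-06 and 1.51e-09, but not in fry, where each was 0.0743. The paper takes the enrichment of EMT genes, shared with OVCA433, and the rise of VIM and N-cadherin as signs of EMT after MPZL3 loss. It adds elongated cell shapes after knockdown and an inverse correlation of VIM with MPZL3 in tumor specimens. The lower homotypic adhesion and the greater invasion are given as findings beside EMT.

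**Figure D3:**
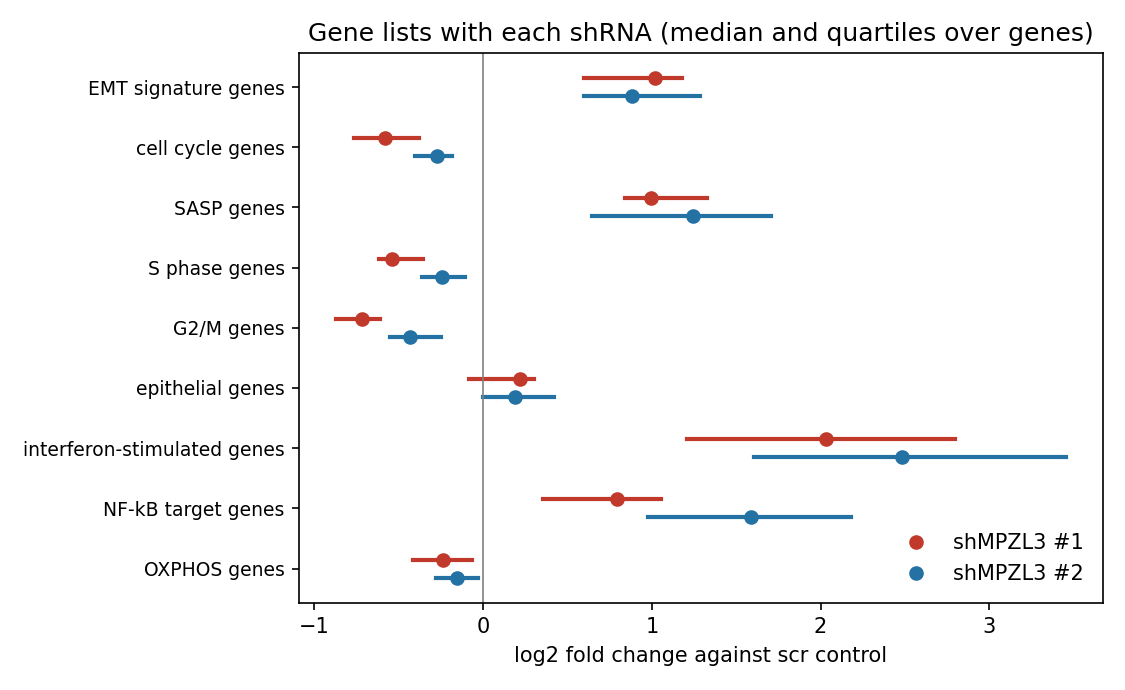
Median log2 fold change against scr control (points) of 9 gene lists with shMPZL3 #1 (red) and shMPZL3 #2 (blue), with lines from the lower to the upper quartile over the genes of each list. The EMT signature genes lie near 1 with both shRNAs, and the cell cycle genes lie below 0, further with shMPZL3 #1.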

MPZL3 depletion reduced homotypic cell adhesion and enhanced mesothelial clearance and invasion in OVCAR4 cells (Fig. 4) while decreasing proliferation (Fig. 5). Further work is needed to establish whether MPZL3 acts directly as a CAM, as it contains an IgV domain, or if it alters adhesion indirectly in epithelial cells, and how MPZL3 loss drives an EMT phenotype in cancer cells. Multiple CAMs have been shown to drive cancer progression by regulating cell–cell and cell–matrix interactions or acting as receptors for downstream signaling, ultimately influencing tumor growth and metastasis (35, 45, 46). Both the loss and gain of specific CAMs are important features of EMT and metastasis. Our data suggests that loss of MPZL3 is reminiscent of the changes in E-cadherin observed during EMT and cancer metastasis. Although the precise signaling pathways downstream of MPZL3 have not been fully characterized, previous studies have implicated MPZL3 as necessary for metabolic changes, epidermal barrier formation, and hair follicle development (8–15). In our study, MPZL3 knockdown led to increased VIM and N-cadherin levels, hallmarks of EMT, suggesting that MPZL3 may contribute to maintaining epithelial phenotypes and suppressing mesenchymal features. Given its potential role as a CAM, it is plausible that MPZL3 contributes to the stabilization of cell–cell junctions and that MPZL3 loss may thus indirectly modulate signaling pathways associated with EMT, such as alterations in FAK, PI3K/AKT, or MAPK pathways. Alternatively, MPZL3 might influence cell adhesion by directly interacting with other CAMs, such as E-cadherin and N-cadherin. A closely related homolog of MPZL3, MPZL2 (EVA1) localizes with E-cadherin and ZO-1 at cell–cell junctions in breast cancer epithelial cells. Similar to our observations, MPZL2 knockdown results in decreased E-cadherin and increased N-cadherin levels and an EMT phenotype (47). To better understand and draw further conclusions on the role of MPZL3 as a *bona fide* CAM, future studies are needed to elucidate novel binding partners of MPZL3 in normal and cancer epithelial cells with focus on the N-terminal extracellular IgV and C-terminal cytoplasmic domains. In this study, we attempted to express MPZL3 with a C-terminal V5 tag but were unable to detect MPZL3 protein using an MPZL3-specific antibody. We suspect that the tag interfered with proper MPZL3 folding, expression, and/or function.

Our findings demonstrating that MPZL3 loss drives both EMT and decreased proliferation are not surprising because a negative association between EMT and cell-cycle progression has been reported (48). We attempted to generate complete MPZL3 knockout cells using CRISPR/Cas9 in OV90 cells but were unable to derive knockout clones. It is possible that cells have a metastatic advantage with low MPZL3 expression but that complete loss is detrimental due to a loss of proliferation. Thus, the levels of MPZL3 expression may be indicative of changes between proliferative and metastatic cell populations within tumors cells. Moreover, the connection between senescence, EMT, and drug resistance has also previously been established (42, 49–52). Our data revealed that MPZL3 loss induces some cells to enter a senescent-like state and increases expression of senescence-associated secretory phenotype genes (Fig. 5). In addition, we found increased resistance to cisplatin and olaparib in OVCAR4 cells following MPZL3 loss, two compounds that elicit DNA damage or target DNA repair (Fig. 6). Resistance to these compounds in MPZL3-depleted cells seems to be due to their decreased proliferation, resulting in reduced DNA damage accumulation and thus decreased apoptosis. This was somewhat surprising as senescence is generally associated with increased DNA damage, yet we conversely observed decreased DNA damage in response to MPZL3 knockdown in OVCAR4 tumor tissues and in cell culture in response to these compounds. Given that CAMs are implicated in both DNA damage response and drug resistance (53, 54), how MPZL3 loss may enhance DNA repair capacity requires further investigation. Although these findings are intriguing, it should be pointed out that chemoresistance was not observed in OVCA433 cells, which may be due to differences in genetic background and inherent drug resistance mechanisms that may be independent of MPZL3 dependency. Moreover, the effects of MPZL3 loss on OVCAR4 chemosensitivity were less striking *in vivo* (Fig. 6), and this is likely attributable to additional factors, including interactions with the tumor microenvironment, that are absent *in vitro*.

Further studies are also necessary to test the effects of MPZL3 loss in an immune-competent *in vivo* model, given the enrichment of immune-associated pathways observed in our RNA-seq analysis (Fig. 2C). Moreover, MPZL3 contains an Ig-like domain, which may be involved in mediating interactions between cancer cells and immune cells (55, 56). However, the specific roles and mechanisms of MPZL3 in the TME, particularly in tumor immune infiltration in cancer, have not yet been studied. 

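Immune-associated genes in OVCAR4 were summarised by lists of canonical genes that do not come from the study. All 34 interferon-stimulated genes had a grouped log2 fold change above 0, with a median of 2.31 (camera, adjusted p = 1.1e-25), and 32 were called higher, both over all genes tested and adjusted over the list alone. With the correlation between genes estimated from the data, at 0.672 for this list, the camera adjusted p-value was 0.0948. The median was 2.03 with shMPZL3 #1 and 2.48 with shMPZL3 #2. Of 22 NF-kB target genes tested, 17 were called higher over all genes and 19 when adjusted over the list alone. These 22 genes had a median log2 fold change of 1.21 (camera, adjusted p = 2.07e-10, and 0.139 with an estimated correlation of 0.473). Their median was 0.79 with shMPZL3 #1 and 1.59 with shMPZL3 #2. Of the NF-kB target genes, 5 are also among the senescence-associated secretory phenotype markers. With each library left out in turn, the medians were lowest without scr control replicate 1, at 2.02 for the interferon-stimulated genes and 1.03 for the NF-kB target genes. Whether the interferon-stimulated genes rose through MPZL3 loss, the sequence of each shRNA or a virus preparation stays open.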

We analyzed the correlation between MPZL3 expression and immune infiltration levels using TIMER2.0 (57–59) and found that MPZL3 is positively correlated with CD8^+^ T cells, cancer-associated fibroblasts, and neutrophils and negatively correlated with B cells in ovarian cancer (Supplementary Fig. S6). Thus, it is possible that a loss of MPZL3 could also influence the recruitment of tumor-associated immune cells.

We and others have previously implicated MPZL3 in the regulation of adipogenesis *in vivo* (8, 12). Further studies are needed to determine whether loss of MPZL3 similarly affects lipid metabolism in ovarian cancer cells. 

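Of 92 nuclear genes for subunits of the oxidative phosphorylation complexes, chosen by gene symbol, 82 could be tested in OVCAR4. Their median log2 fold change in the grouped knockdown was -0.21 (camera, adjusted p = 1.3e-07, and 0.168 with the correlation between genes estimated). Of the 82 genes, 68 lay below 0. Only 12 were called lower, over all genes tested and also adjusted over the list alone, and 0 were called higher. At an unadjusted p-value under 0.05, 34 were lower and 1 was higher. Over all genes tested, 30 were called lower and 1 higher with shMPZL3 #1, and 7 lower and 0 higher with shMPZL3 #2. The median was -0.24 with shMPZL3 #1 and -0.16 with shMPZL3 #2. For shMPZL3 #2 the fall was past the threshold in camera (adjusted p = 3.77e-05) but not in fry (adjusted p = 0.0547). The 13 mitochondrially encoded genes did not fall as a group. Their median log2 fold change was 0.23, with 2 called higher and 0 lower, also 0 lower at an unadjusted p-value under 0.05. Adipogenesis genes were not analysed here.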

Notably, our RNA-seq data show that oxidative phosphorylation and adipogenesis gene set were enriched in control cells. We previously found that MPZL3 antisense knockdown can protect mice from diet-induced obesity and decrease adiposity and circulating lipids (8). Interestingly, one of the target genes of MPZL3 loss, VIM, has been implicated in lipolysis, lipid uptake, and lipid droplet transport (60–62). Although somewhat contradictory, *VIM*-/- mice seem to display a similar metabolic phenotype compared with MPZL3-/- mice (63, 64). Nevertheless, whether changes in VIM also drive altered lipid metabolism in ovarian cancer cells is an intriguing hypothesis, particularly because lipid metabolism is a phenotype of tumor cells metastasizing to the omentum.

These data demonstrate for the first time that loss of MPZL3 results in EMT-associated gene expression, decreases proliferation, and can selectively affect drug sensitivity in ovarian cancer. Thus, our data suggest that decreased MPZL3 expression may be a phenotype of ovarian cancer tumor progression and metastasis.

## Supplementary Material

Supplementary Figure S1 Supplementary Figure S1. Percentage of MPZL3 CNA and CNA based overall survival in TCGA ovarian adenocarcinoma dataset.

Supplementary Figure S2 Supplementary Figure S2. MPZL3 knock-down affects transcription of EMT and cell cycle-related genes in ovarian cancer cells.

Supplementary Figure S3 Supplementary Figure S3. MPZL3 knock-down decreases proliferation and cell cycle progression.

Supplementary Figure S4 Supplementary Figure S4. Dose-response curves of cisplatin and olaparib in OVCA433 cells following MPZL3 knockdown.

Supplementary Figure S5 Supplementary Figure S5. γH2AX expression in tumor tissues from in vivo experiments.

Supplementary Figure S6 Supplementary Figure S6. Association between MPZL3 expression and immune cell infiltration.

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S1 — Percentage of MPZL3 CNA and CNA based overall survival in TCGA ovarian adenocarcinoma dataset.

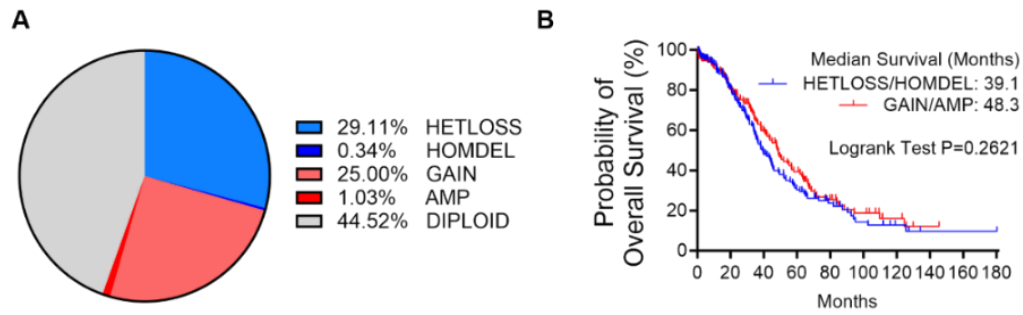

**Supplementary Figure S1. Percentage of *MPZL3* CNA and CNA based overall survival in TCGA ovarian adenocarcinoma dataset.**

- Percentage of various *MPZL3* CNA in ovarian adenocarcinoma samples (TCGA, PanCancer Atlas).
- Overall patient survival in relation to *MPZL3* copy number. Loss of *MPZL3* is negatively associated with patient survival (Logrank Mantel-Cox test).

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S2 — MPZL3 knock-down affects transcription of EMT and cell cycle-related genes in ovarian cancer cells.

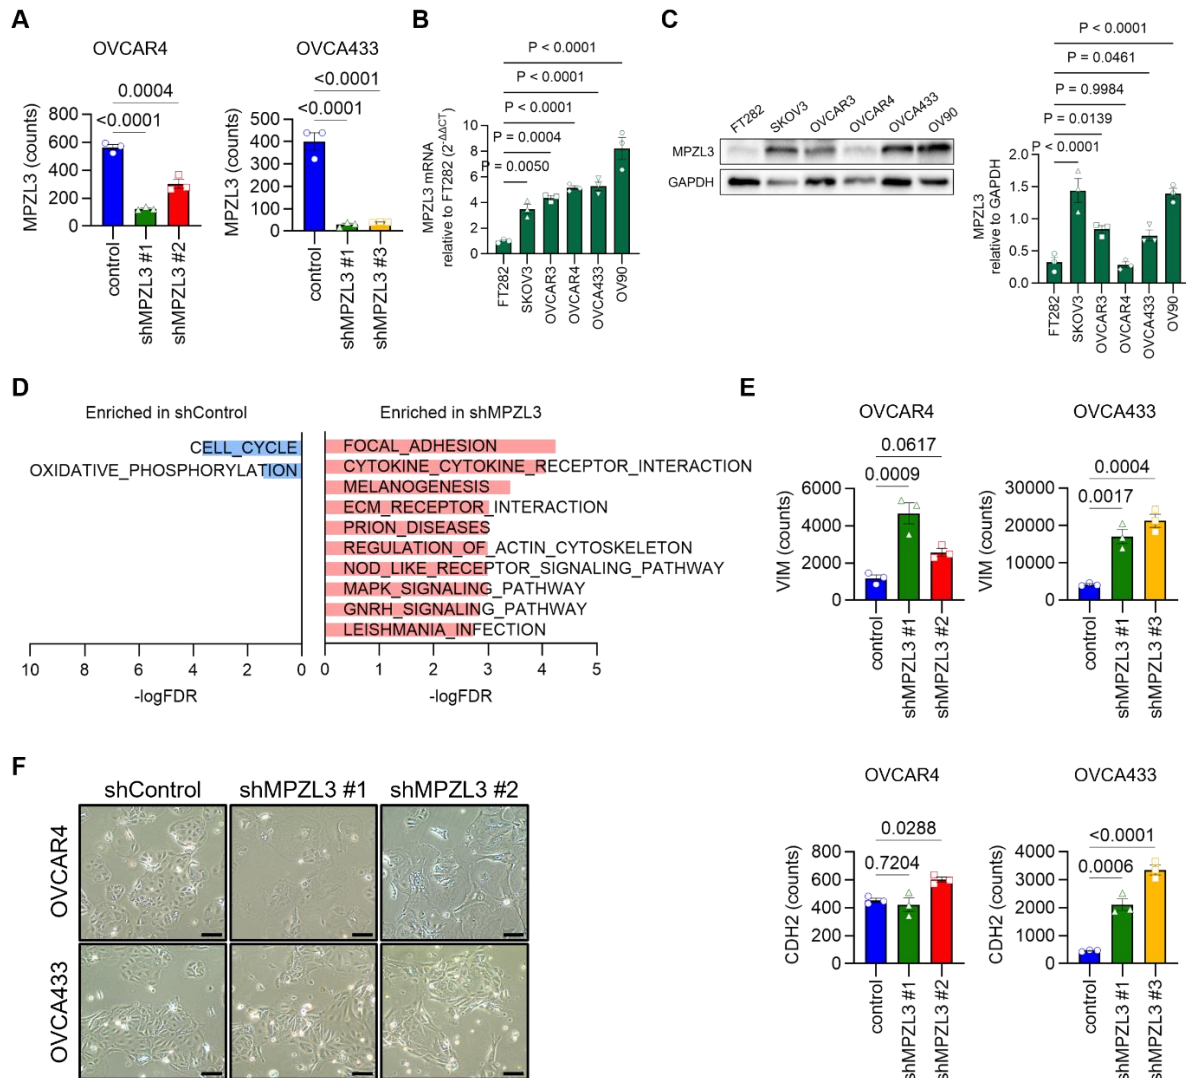

**Supplementary Figure S2. MPZL3 knock-down affects transcription of EMT and cell cycle-related genes in ovarian cancer cells.**

- MPZL3 expression following shRNA mediated knock-down in OVCAR4 and OVCA433 (counts from RNA-seq analysis) (n=3; one-way ANOVA P<0.0001; Dunnett's multiple comparisons test P values shown).
- MPZL3 mRNA expression in ovarian cancer cell lines (n=3; one-way ANOVA P<0.0001; Dunnett's multiple comparisons test P values shown)
- Western blot analysis of MPZL3 protein levels across multiple ovarian cancer cell lines. 

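In the OVCAR4 libraries, MPZL3 had 578 ± 38.5 normalized counts in scr control, 128 ± 12.9 with shMPZL3 #1 and 312 ± 59.5 with shMPZL3 #2 (SD, n = 3 each), so that 22.2% and 54.0% of the control level remained. All 6 knockdown libraries lay below all 3 control libraries. The log2 fold change was -2.17 with shMPZL3 #1 (standard error 0.16, adjusted p = 3.73e-07) and -0.89 with shMPZL3 #2 (standard error 0.15, adjusted p = 0.000562, edgeR quasi-likelihood test). The shRNAs differed from each other by 1.28 on the log2 scale (standard error 0.16, adjusted p = 5.72e-05), with an exact permutation p of 0.1, the smallest possible. In the grouped comparison the log2 fold change was -1.39 (standard error 0.31, adjusted p = 0.0104), and the exact permutation p was 0.0238. Without shMPZL3 #2 replicate 2, which moved it most, it was -1.62. The counts before scaling averaged 493, 135 and 339 in the same groups.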

Densitometric quantification of MPZL3 expression based on three independent biological replicates (n = 3; one-way ANOVA P<0.0001; Dunnett's multiple comparisons test P values shown).
- Enriched KEGG pathways commonly altered in OVCA433 and OVCAR4 cells following MPZL3 knockdown (MSigDB analysis of shared DEGs).
- Vimentin (VIM) and N-cadherin (CDH2) expression in OVCAR4 and OVCA433 cells following MPZL3 knock-down (RNA-seq; n=3; one-way ANOVA P=0.0015 (VIM, OVCAR4), P=0.0005 (VIM, OVCA433), P=0.0151 (CDH2, OVCAR4), P<0.0001 (CDH2, OVCA433); Dunnett's multiple comparisons test P values shown).
- Phase-contrast images showing the morphology of OVCAR4 and OVCA433 cells following MPZL3 knock-down (scale bar: 200 μm).

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S3 — MPZL3 knock-down decreases proliferation and cell cycle progression.

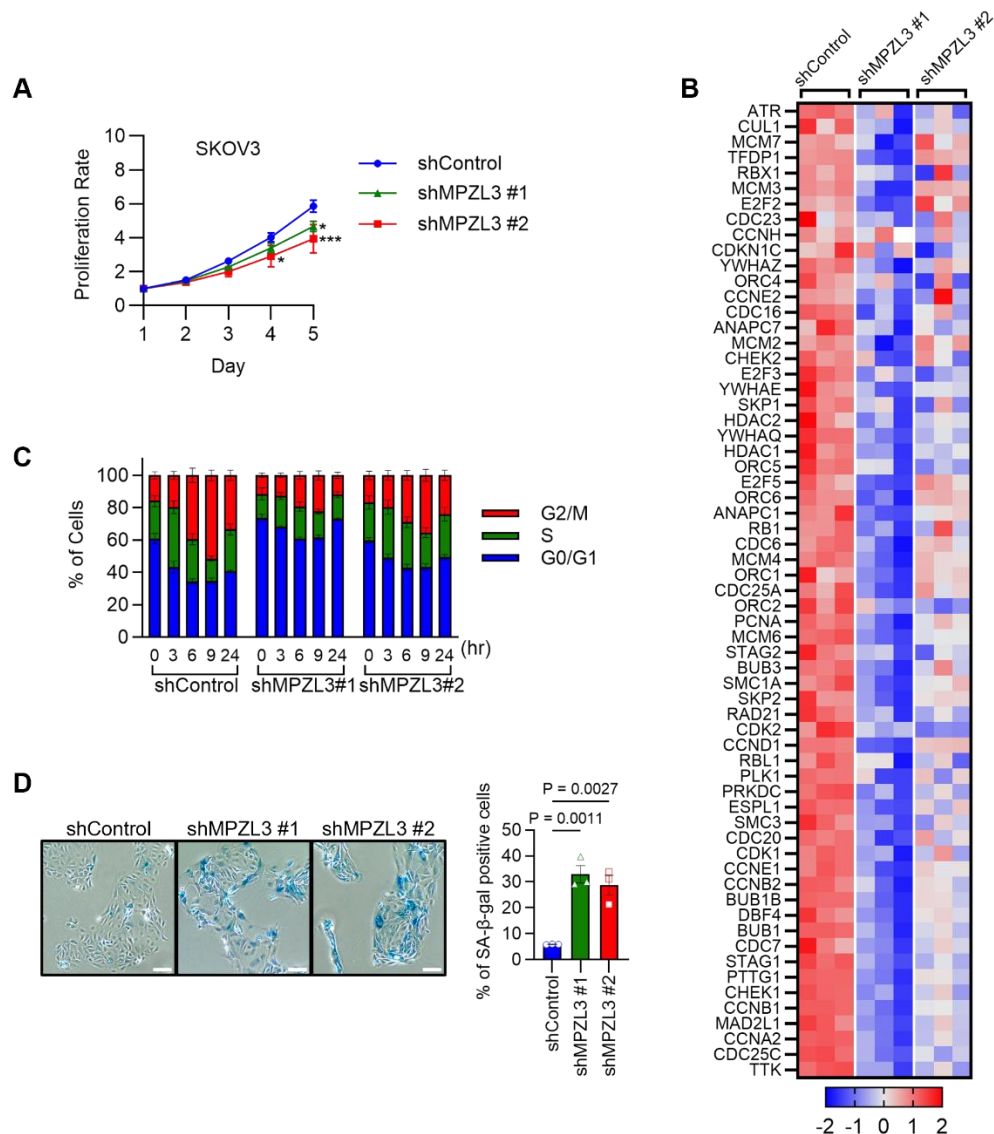

### Supplementary Figure S3. MPZL3 knock-down decreases proliferation and cell cycle progression

- Cell growth assay results for SKOV3 cells following MPZL3 knock-down. Results were normalized to day 1 to obtain the normalized ratio (N=3; two-way ANOVA group factor variance  $P=0.2240$ ; Dunnett's multiple comparisons test \*:  $P<0.05$ , \*\*:  $P<0.01$ , \*\*\*:  $P<0.001$ , \*\*\*\*:  $P<0.0001$ ).
- Heatmap of core enrichment genes from the cell cycle gene set following MPZL3 knockdown (KEGG, OVCAR4 RNA-seq, z-scores).
- PI Flow cytometry analysis in OVCAR4 cells with MPZL3 knockdown. Cells were synchronized at the G1/S phase, released and harvested at 0, 3, 6, 9, and 24 hrs (n=3).
- Images of senescence-associated (SA)  $\beta$ -galactosidase staining in OVCA433 cells (scale bar: 200  $\mu\text{m}$ ). The corresponding quantification data are shown in the right panel. (N=3; one-way ANOVA  $P=0.0013$ ; Dunnett's multiple comparisons test P values shown).

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S4 — Dose-response curves of cisplatin and olaparib in OVCA433 cells following MPZL3 knockdown.

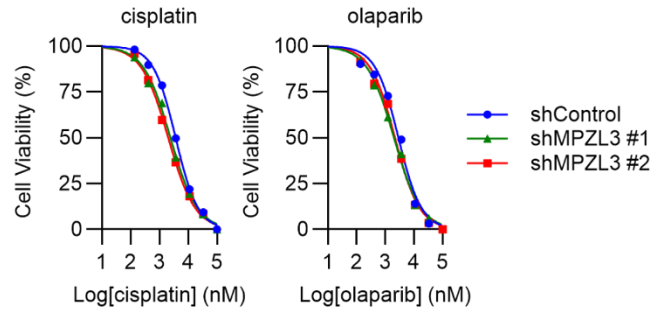

**Supplementary Figure S4. Dose-response curves of cisplatin and olaparib in OVCA433 cells following MPZL3 knockdown.**

Dose-response curves were generated from cell viability assays (FluoReporter dsDNA quantification) in OVCA433 cells expressing scramble control or MPZL3 shRNAs ( $n = 4$ ; mean  $\pm$  SEM).

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S5 — γH2AX expression in tumor tissues from in vivo experiments.

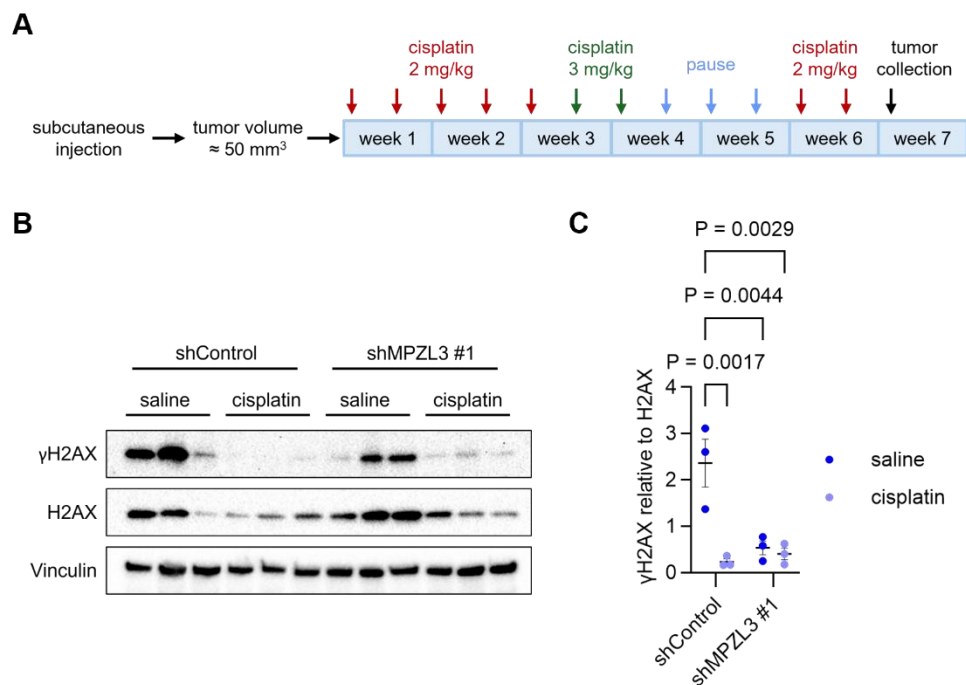

**Supplementary Figure S5.  $\gamma$ H2AX expression in tumor tissues from *in vivo* experiments.**

- Cisplatin treatment dosing schedule and experimental timeline.
- Western blot analysis of  $\gamma$ H2AX levels in tumor tissues from shControl and shMPZL3 #1 groups, treated with either saline or cisplatin. Three tumors were analyzed per treatment group.
- Densitometric quantification of  $\gamma$ H2AX expression from panel B ( $n = 3$ ; two-way ANOVA group factor variance  $P=0.0072$ ; Dunnett's multiple comparisons test  $P$  values shown).

# Supplementary material for: Loss of Predicted Cell Adhesion Molecule MPZL3 Promotes EMT in Ovarian Cancer
**Source:** Cancer Res Commun. 2025 Jul 21;5(7):1180–93. doi: 10.1158/2767-9764.CRC-24-0591
**Supplement:** Supplementary Figure S6 — Association between MPZL3 expression and immune cell infiltration.

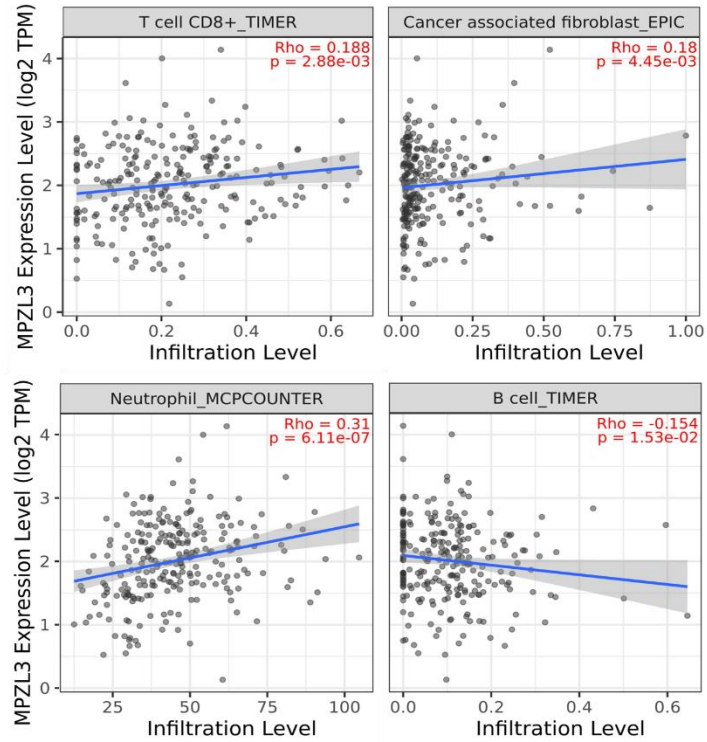

**Supplementary Figure S6. Association between MPZL3 expression and immune cell infiltration.**

Correlation between MPZL3 expression and infiltration of CD8+ T cells, cancer-associated fibroblasts, neutrophils, and B cells in TCGA serous ovarian cancer specimens, analyzed using TIMER, EPIC, MCP-COUNTER, and TIMER algorithms, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

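The deposited data are RNA-seq counts of 9 libraries of OVCAR4 cells, 3 transduced with the scr control, 3 with shMPZL3 #1 and 3 with shMPZL3 #2, selected with puromycin for 3 days. The authors made poly-A selected libraries without strand information, sequenced them on the Illumina NovaSeq platform, aligned the reads with HISAT2 and deposited raw counts per gene, with no normalization and no pooling of replicates. The paper's text names DESeq2 for the differential analysis and does not name the counting tool, genome build or annotation. The gene length column of the deposited table was not used. Each library was assigned to its group by its label, and the knockdown of MPZL3 was in the direction of the label in all 6 knockdown libraries. The OVCA433 libraries were not analysed here.

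The authors' counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15. All 58735 genes of the table matched GENCODE release 29 (Ensembl release 94) on GRCh38 in identifier, position and name. After edgeR's filterByExpr, 16928 genes were tested, which held 99.8% to 99.9% of the counts of each library. Library sizes were scaled by TMM, with factors from 0.983 to 1.03. The median log2 fold change of all genes in the grouped comparison was 0.02 with TMM, 0.01 with RLE and 0.03 with upper-quartile normalization, values that these methods bring near 0 by construction. Two-sided quasi-likelihood tests were made for the 6 knockdown against the 3 control libraries, for each shRNA against control, and for shMPZL3 #2 against shMPZL3 #1, with Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p-value under 0.05, and separately with an absolute log2 fold change of at least 1. Log2 CPM values were computed with a prior count of 2. Exact permutation tests were made for single genes.

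Total counts ranged from 15040102 to 27835841 per library. Genes at 3 counts or fewer in a group were treated as at the floor of detection, and no fold change is given between groups at the floor. Counting error is small against the spread between replicates for genes with high counts, and differences at genes with few counts per library are less precise. No 2 replicates of a group were alike within counting noise. The chi-square per gene between them was 3.16 to 24.1.

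Named genes are those that the paper names for these libraries or shows in Figs. 3A and 5F and Supplementary Fig. S3B, together with the 5 largest rises and the 5 largest falls among protein-coding genes called for both shRNAs in one direction, with an average log2 CPM of at least 1 and no overlap between the 6 knockdown and the 3 control libraries. SNAI1 and CXCL8 fall outside this rule and were named after their values were seen. VIM, CCND1 and IL6 are given with the counts of the main gene that overlaps them. Genes that overlap CDH2 had at most 29 counts over all libraries, and those that overlap CDH1 at most 49.

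The gene lists are the EMT signature genes (Fig. 3A), the cell cycle genes (Supplementary Fig. S3B) and the SASP genes (Fig. 5F) of the paper, S phase and G2/M genes from the Seurat package, nuclear OXPHOS subunit genes chosen by a rule on gene symbols, and lists of epithelial genes, EMT transcription factors, interferon-stimulated genes and NF-kB target genes written from general knowledge. The adjustment over 10 lists includes 1 further list, whose result is not reported here. Camera was run with a preset correlation of 0.01, beside fry and camera with an estimated correlation. The EMT transcription factors were not tested as a list, because SNAI1 was the only member that passed the filter.

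Agreement between the shRNAs was set against 20 simulations of unchanged groups, since both are compared with the same controls. The alternatives tried were DESeq2, RLE and upper-quartile normalization, no filter, a minimum of 10 counts in every library, protein-coding genes only, a block for the replicate number, other fits and thresholds, leaving out each library in turn, thinning to the smallest library, and a correction of each library for GC content and transcript length.

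The tests were checked on simulated counts for the real genes, with the means, library sizes and grouped spread of the real libraries and 200 changed genes. In the grouped design edgeR recovered 139 of the 200, namely 24 of 71 with a 1.5-fold change, 50 of 64 with a 2-fold change and 65 of 65 with a 4-fold change, and called 6 of 16728 unchanged genes. Of 100 lists of unchanged genes, 4 had a camera p-value under 0.05. Genes were drawn independently in these simulations, so they cannot tell how camera behaves where the genes of a list are correlated. The correlations estimated for the lists reported were 0.125 to 0.672 in the grouped comparison. The test of seed matches found -0.20 where a fall of 0.2 was simulated and 0.01 where none was.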

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

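The test of a weaker knockdown with shMPZL3 #2 was chosen only after the result was seen, as were the fold and the spread used in the simulated falls of the epithelial genes.

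A single library lay apart from the other 5 knockdown libraries in 2 of 36 measures tested, where about 1.8 would be found by chance. FAT3 was lowest in shMPZL3 #1 replicate 3, at a log2 CPM of 4.52. The total of 27835841 counts in shMPZL3 #2 replicate 3 was the highest of the 6. No biological explanation was tested for either.

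The 2 shRNAs differed from each other at 2559 of the 16928 genes tested, in the direct comparison of 3 with 3 libraries. Relative to shMPZL3 #1, the log2 change with shMPZL3 #2 was higher by 1.28 at MPZL3, 0.51 at CDH2, 0.80 at CCND1, 0.54 at LMNB1, 1.11 at IL6, 1.47 at FN1, 0.49 at MCM2, 2.42 at CXCL8, 1.25 at IFI44L, 1.40 at OAS1 and 1.43 at OR2I1P. It was -0.86 at VIM, -0.90 at SNAI1 and -0.88 at PEG10. MCM2 overlaps TPRA1 (18057 counts over all libraries against 25653 for MCM2), PEG10 overlaps SGCE and OR2I1P overlaps GABBR1 on the opposite strand, so part of their counts is uncertain. Only 1 of the 10 splits of these 6 libraries, the real one, gave as many genes. That share cannot be under 0.1 in this design, so the splits cannot tell chance apart. The 20 simulations of unchanged groups called at most 2 genes for shMPZL3 #1 against control, also 3 libraries against 3. Set beside 2559, this argues against the simulated spread between replicates as the source of most calls. No simulated count is given for the comparison between the shRNAs itself. Leaving out shMPZL3 #2 replicate 3 lowered the calls most, to 691 higher and 764 lower. GC content and gene length do not account for the difference, since 98.4% of the calls were left after each library was corrected for both. A weaker knockdown with shMPZL3 #2 does not account for all of it either. Of the 1702 genes altered the same way by both shRNAs, 169 changed more with shMPZL3 #1 and 94 more with shMPZL3 #2 by the direct test, and 57 other genes moved in opposite directions. Seed matches of shMPZL3 #1 made no detectable difference. Genes with a match in the 3′ UTR differed from genes of like UTR length without one by 0.0028 between the shRNAs (permutation test, p = 0.814). For shMPZL3 #2 the 1932 genes with a match were lower by a mean log2 difference of -0.0309 (permutation test, p = 0.0162, adjusted p = 0.0324 over both seeds), the direction that an effect of its seed would give. Both tests permuted matches among genes of like UTR length. Their p-values treat genes as independent and do not measure the spread between libraries, and base composition was not matched. Matches of the shMPZL3 #2 seed were found in 235 of 1160 genes that were lower with shMPZL3 #2 than with shMPZL3 #1, or 20.3%. The share was 14.4% of all such genes, without matching for UTR length. The 1932 genes were also lower against control with shMPZL3 #1, which lacks this seed, by a mean of -0.07. With shMPZL3 #2 they were lower by -0.10, so most of the fall against control is not specific to that shRNA. An off-target effect of shMPZL3 #2 stays possible as a small part of the difference between the shRNAs, and these tests cannot decide it. What produces the difference was not found.

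The epithelial genes, a list that the paper does not report on, did not fall while the EMT signature genes rose. Their median was 0.18, and of 27 genes 4 were called higher and 0 lower over all genes, 10 and 2 were at an unadjusted p-value under 0.05, and 9 higher and 2 lower when adjusted over the list alone. As large a median was found in 5 of the 84 splits of the 9 libraries into 6 and 3, so the small rise is within what chance gives, although camera called it (adjusted p = 0.00773). Too few libraries do not explain a missed fall of the size of the EMT rise, since 100% of the 27 genes were recovered with a simulated 2-fold fall. With a 1.5-fold fall only 4 of the 27 were recovered with the grouped spread and 25 with the spread of the 3-group fit, so smaller falls could have been missed. Fibroblast-like cells in the knockdown cultures are argued against. Of 9 fibroblast markers outside the EMT list, 3 passed the filter and 0 of these were called higher or lower, and 1, COL5A1, was lower at an unadjusted p-value under 0.05 (log2 fold change -0.42). DCN and POSTN had 0 counts in every library. COL3A1, FAP and COL6A3 had 0 counts in every control library and at most 12, 7 and 4 in a knockdown library, where COL3A1 averaged 0.257 CPM, so a trace of such cells stays open. A candidate explanation is a partial EMT in which epithelial genes are kept. No other technical explanation was tested, and this is a hypothesis found in these libraries.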

How the results depend on the processing

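Alternatives were chosen before the data were examined, except the correction for GC content and gene length and the thinned counts, which were chosen after seeing the data. Tests of chance splits are given with the results they concern.

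The directions of the gene lists reported were kept in each alternative run for them, and so were their calls, except under camera with an estimated correlation. Under it no list reported was past the threshold. The adjusted p-value was 0.0671 for the EMT signature genes (median log2 fold change 0.94) and the SASP genes (1.08), 0.0948 for the interferon-stimulated genes (2.31), 0.139 for the NF-kB target genes (1.21), 0.157 for the cell cycle (-0.41) and G2/M genes (-0.58), 0.168 for the S phase (-0.37) and OXPHOS genes (-0.21), and 0.185 for the epithelial genes (0.18). No value could be had for the EMT transcription factors as a list.

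Counts of genes moved more. In the 3-group fit the mean of the 2 shRNAs gave 2479 genes higher and 2198 lower, with a common dispersion of 0.0177 against 0.0347 when the shRNAs were grouped. Genes lower by a log2 fold change of at least 1 in the grouped comparison were 54 with at least 10 counts in every library and 48 among protein-coding genes, where fewer genes were tested. Lower with both shRNAs were 21 protein-coding genes. By the adjusted p-value alone both shRNAs altered 1104 genes upward and 598 downward, and at an adjusted p-value under 0.01 with the fold change threshold 17 downward. After the correction for GC content and gene length 1448 genes were higher and 2220 lower in the grouped comparison, against 1584 and 1083, so the balance of directions depends on it; 2342 of the calls were shared, and the cause was not tested. The same correction gave 2132 higher and 1689 lower between the shRNAs. The correlation between the shRNAs was 0.907 among genes called in the grouped comparison, a selection that raises it by construction. With DESeq2, 1948 genes were higher and 1369 lower, and 2662 of the 2667 edgeR calls were shared.

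The numbers of genes altered by both shRNAs moved most when the fold change threshold was dropped, to 1104 upward and 598 downward. The other counts moved most with the libraries left out in turn, and leaving out scr control replicate 1 lowered most counts. Over these fits the grouped comparison gave 469 to 1781 genes higher and 174 to 1422 lower, and with a log2 fold change of at least 1 from 253 to 638 and from 27 to 99. Both shRNAs altered 225 to 382 genes upward and 21 to 45 downward. With shMPZL3 #1 from 1715 to 2792 were lower, and with shMPZL3 #2 from 904 to 1724 were higher and 382 to 1386 lower. Between the shRNAs 691 to 1598 were higher and 764 to 1363 lower. The correlation between the shRNAs, computed with each control library left out, was 0.599 to 0.661. A fit with 2 controls has less power by construction, so the number of control libraries limits these counts.

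Libraries with the same replicate number were not treated as pairs, because the correlation of their deviations was not over 0.1 in every pair. It was -0.00143 to 0.111 with a control library and 0.0966 to 0.218 between the shRNAs, so a pairing of the shRNA libraries stays open. With the replicate number as a block, 1597 genes were lower with shMPZL3 #2 and 2015 higher between the shRNAs, and the other counts of genes stayed within 1.5 times. In the grouped comparison no list changed its call under the block. List differences between the shRNAs are not given with the block, so how a pairing would alter them stays open.

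Among single genes, the log2 fold change of CDH2 with shMPZL3 #1 ranged from -0.258 to 0.0295 over the fits that each left out a library. It reversed without shMPZL3 #1 replicate 3, within its error. The other changes were 19 calls gained and 20 lost over all genes named and alternatives, with the direction kept.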

Differences from the paper's values

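No test was chosen for these comparisons after the result was seen. At an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, the thresholds given for Fig. 2, 594 genes were higher and 87 lower in the OVCAR4 knockdown. The paper shows about 1900 higher and about 1400 lower in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed either gap. With DESeq2 the counts were 694 and 99. The largest were 729 higher with no filter and 127 lower with the mean of the 2 shRNAs in the 3-group fit. The paper's methods define differentially expressed genes by the adjusted p-value alone. By that criterion 1584 genes were higher and 1083 lower, and with DESeq2 1948 and 1369, values within 1.5 times of the paper's.

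The paper reports higher VIM and N-cadherin protein after MPZL3 knockdown (Fig. 3C). VIM transcripts rose with both shRNAs. The CDH2 counts of Supplementary Fig. S2E, about 450 in scr control, 420 with shMPZL3 #1 and 600 with shMPZL3 #2, read by eye, do not differ from the 465, 433 and 617 normalized counts found here. The paper's one-way ANOVA of these CDH2 counts over the groups passed its threshold of 0.05. Between the shRNAs CDH2 also differed here, with a log2 difference of 0.51, higher with shMPZL3 #2. Against control, by the tests made here, CDH2 transcripts were not called with shMPZL3 #1 (log2 fold change -0.10, adjusted p = 0.614), with shMPZL3 #2 (0.41, adjusted p = 0.0558) or grouped (0.17, adjusted p = 0.528). With shMPZL3 #2 it was called under upper-quartile normalization (adjusted p = 0.049), DESeq2 (0.0439), the replicate block (0.0185), without shMPZL3 #1 replicate 1 (0.0312) and without shMPZL3 #1 replicate 3 (0.0267). No setting called it with shMPZL3 #1 or grouped.

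The paper reports lower cyclin D1 transcripts after MPZL3 knockdown by semi-quantitative RT-PCR in OVCAR4 and OVCA433 cells (Fig. 5B), an assay other than RNA-seq. In the RNA-seq libraries CCND1 was called with shMPZL3 #1 (log2 fold change -1.03) and not with shMPZL3 #2 (-0.23, adjusted p = 0.108) under any setting. Every shMPZL3 #2 library still lay below every control, so a smaller fall is not excluded. Grouped, CCND1 was not called (-0.57, adjusted p = 0.0694) except with DESeq2 (adjusted p = 0.03), the mean of the 2 shRNAs in the 3-group fit (3.34e-05), and without shMPZL3 #2 replicate 1, 2 or 3 (0.0485, 0.039 and 0.0438).

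The paper likens its observations to a fall of E-cadherin after MPZL2 knockdown. CDH1 transcripts were higher with shMPZL3 #1 (log2 fold change 0.41, adjusted p = 0.00256), and with shMPZL3 #2 the difference was not called (0.19, adjusted p = 0.177).

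The paper ranks EMT first among its enriched sets with knockdown, ahead of its NF-kB and interferon sets in Fig. 2C, over genes shared with OVCA433, which was not analysed here. On other lists in OVCAR4, camera ranked only the interferon-stimulated genes (adjusted p = 1.1e-25) before the EMT signature genes (1.31e-14) among those that rose, with the NF-kB target genes (2.07e-10) and the SASP genes (2.16e-09) after them. By fry the EMT signature and SASP genes came first (adjusted p = 0.000313), before the interferon-stimulated genes (0.000533). The study chose the EMT signature genes on these libraries, and may have chosen the SASP genes so, which raises their rank by construction. The median rise was larger for the interferon-stimulated genes (2.31), the NF-kB target genes (1.21) and the SASP genes (1.08) than for the EMT signature genes (0.94), a measure other than enrichment.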

Other observations

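The tests of thinned counts, of the amount of knockdown and of the order of the replicates were chosen only after the result was seen.

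Of the 84 splits of the 9 libraries into 6 and 3, only 1, the real one, gave as many genes called in the grouped comparison (2667). The median over the other splits was 0 genes. The next largest was 2401, with the shMPZL3 #1 libraries set against all others, and the split with the shMPZL3 #2 libraries alone gave 231. A median as large was found in 1 of the 84 splits for the EMT signature genes, for the SASP genes, for the G2/M genes, for the NF-kB target genes and for the OXPHOS genes, and in 2 for the cell cycle genes and the S phase genes. This is not independent evidence for the EMT signature and cell cycle genes, which the study chose on these libraries. The same holds for the SASP genes if they were chosen so. For the single shRNAs, 1 of 10 splits gave as many genes with shMPZL3 #1 and 1 of 10 with shMPZL3 #2, the real split each time, which cannot be under a share of 0.1. Of 60 splits drawn into 3 groups, 1, the real one, gave as many genes altered by both shRNAs. The 2 log2 fold changes had the same sign at 73.6% of genes, against 67.1% in simulated unchanged groups that share the controls.

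The interferon-stimulated genes had the largest median of the 10 lists, at 2.31. The paper shows interferon response sets in Fig. 2C and does not discuss their genes. Just 1 of the 84 splits, the real one, gave as large a median. The tables argue against library depth and against GC content and gene length as the whole cause. The median was 2.29 with all libraries thinned to the smallest total and 2.27 after the correction for GC content and gene length. The amount of knockdown stays open. The list was higher by a median of 0.47 with shMPZL3 #2, which lowered MPZL3 less, but this difference was called by camera (adjusted p = 2.02e-05) and not by fry (adjusted p = 0.236). Interferon gene transcripts were too few to decide. The highest count in a knockdown library was 16, at IFNE, which also reached 16 in a control library, and IFNL2 had 5 counts in shMPZL3 #2 replicate 3 and none elsewhere. The scr control also carries a lentiviral shRNA, so transduction itself is common to the 3 groups. A response to the sequence of each shRNA or to a virus preparation, and an effect of MPZL3 loss, all remain open.

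Nuclear OXPHOS genes fell while mitochondrially encoded genes did not. The median of the nuclear genes was -0.23 after each library was corrected for GC content and gene length, which argues against that bias as the whole cause. No biological explanation was tested.

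The interferon-stimulated genes rose with the replicate number in all 3 groups. Their mean log2 CPM was 2.04, 2.59 and 3.01 in scr control replicates 1 to 3, 4.21, 4.61 and 5.19 with shMPZL3 #1, and 5.05, 5.35 and 5.53 with shMPZL3 #2. Another list, the EMT signature genes, showed the same order in all 3 groups, and it was the only 1 of the other lists reported that did. A time or batch shared by replicates of a number could produce this, and chance order of the replicates cannot be told apart from it with 3 groups. Neither the labels nor the paper give a batch.

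CDH1 (ENSG00000039068; chromosome 16, 68737225 to 68835548) had 5252 ± 245 normalized counts in scr control, 6976 ± 274 with shMPZL3 #1 and 5985 ± 339 with shMPZL3 #2 (SD, n = 3 each). All 6 knockdown libraries lay above the controls, with a grouped log2 fold change of 0.30 (adjusted p = 0.0573, edgeR quasi-likelihood test). This was called without shMPZL3 #2 replicate 1 (adjusted p = 0.0375) or replicate 2 (adjusted p = 0.0445), with DESeq2 (adjusted p = 0.0319) and in the 3-group fit (adjusted p = 0.0103). MPZL2, the homolog beside MPZL3 on chromosome 11, was not called (log2 fold change 0.30, adjusted p = 0.127). VSIG1 had at most 2 counts in any library. SNAI1, the only EMT transcription factor of a list of 8 to pass the filter, was higher with shMPZL3 #1 (log2 fold change 0.86, adjusted p = 0.00135) and not with shMPZL3 #2 (-0.04, adjusted p = 0.902).

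CXCL8, an NF-kB target gene, had 909 ± 420 normalized counts in scr control, 1097 ± 92.4 with shMPZL3 #1 and 5853 ± 1745 with shMPZL3 #2 (SD, n = 3 each). It was called with shMPZL3 #2 (log2 fold change 2.68, adjusted p = 7.44e-06) and not with shMPZL3 #1 (0.27, adjusted p = 0.471). The 57 genes called for both shRNAs in opposite directions are among the results for which the shRNAs disagree.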
